# SuperSAGE analysis of the *Nicotiana attenuata *transcriptome after fatty acid-amino acid elicitation (FAC): identification of early mediators of insect responses

**DOI:** 10.1186/1471-2229-10-66

**Published:** 2010-04-14

**Authors:** Paola A Gilardoni, Stefan Schuck, Ruth Jüngling, Björn Rotter, Ian T Baldwin, Gustavo Bonaventure

## Abstract

**Background:**

Plants trigger and tailor defense responses after perception of the oral secretions (OS) of attacking specialist lepidopteran larvae. Fatty acid-amino acid conjugates (FACs) in the OS of the *Manduca sexta *larvae are necessary and sufficient to elicit the herbivory-specific responses in *Nicotiana attenuata*, an annual wild tobacco species. How FACs are perceived and activate signal transduction mechanisms is unknown.

**Results:**

We used SuperSAGE combined with 454 sequencing to quantify the early transcriptional changes elicited by the FAC *N*-linolenoyl-glutamic acid (18:3-Glu) and virus induced gene silencing (VIGS) to examine the function of candidate genes in the *M. sexta*-*N. attenuata *interaction. The analysis targeted mRNAs encoding regulatory components: rare transcripts with very rapid FAC-elicited kinetics (increases within 60 and declines within 120 min). From 12,744 unique Tag sequences identified (UniTags), 430 and 117 were significantly up- and down-regulated ≥ 2.5-fold, respectively, after 18:3-Glu elicitation compared to wounding. Based on gene ontology classification, more than 25% of the annotated UniTags corresponded to putative regulatory components, including 30 transcriptional regulators and 22 protein kinases. Quantitative PCR analysis was used to analyze the FAC-dependent regulation of a subset of 27 of these UniTags and for most of them a rapid and transient induction was confirmed. Six FAC-regulated genes were functionally characterized by VIGS and two, a putative lipid phosphate phosphatase (LPP) and a protein of unknown function, were identified as important mediators of the *M. sexta*-*N. attenuata *interaction.

**Conclusions:**

The analysis of the early changes in the transcriptome of *N. attenuata *after FAC elicitation using SuperSAGE/454 has identified regulatory genes involved in insect-specific mediated responses in plants. Moreover, it has provided a foundation for the identification of additional novel regulators associated with this process.

## Background

*Nicotiana attenuata *is an annual native to Southwestern USA that germinates from seed banks in response to factors in wood smoke after fires [1]. Because of this germination behavior and a strong intra-specific competition, *N. attenuata *allocates resources primarily to sustain rapid growth and seed setting and as a consequence, it has developed a large number of induced defense responses to ward off the unpredictable attacks from herbivores [2]. Hence, when *N. attenuata *is attacked by insect folivores, an extensive reprogramming of its transcriptome, proteome and metabolome takes place [3-5]. Previous studies estimated that more than 500 *N. attenuata *genes respond to *Manduca sexta *larval feeding [6] and demonstrated that the plant readjusts its metabolism for *de novo *synthesis of direct and indirect defense responses and to induce tolerance mechanisms [7-9]. Activation of these defensive mechanisms requires energy and resources from primary metabolism and involves therefore a complex rearrangement of resource allocation in the plant, including altered photosynthesis and sink/source relations [5]. How plants decode insect feeding and trigger defense and tolerance responses is starting to be understood. For example, a SnRK1 kinase complex has been found to regulate tolerance mechanisms associated to the leaf/root partition of photoassimilates [9] and two MAPKs, WIPK and SIPK (Wound-induced and Salicylate-Induced Protein Kinases, respectively), were shown to be critical for the induction of direct defense responses in *N. attenuata *[10].

Herbivore attack induces in plants the coordinated activation of several signal cascades including those of jasmonic acid (JA), salicylic acid (SA), and ethylene (ET) [11]. Among them, JA plays a major and essential role in the induction of a large number of the plant's protective responses against insect herbivory and wounding [12,13]. Thus, having JA as a common signal, a large number of the plant responses to these two stimuli overlap, however, plants can differentiate between mechanical damage and insect herbivory to tailor their responses. The perception of components in the oral secretions (OS) of feeding larvae is one mechanism by which plants can decode insect feeding. Fatty acid-amino acid conjugates (FAC) are major components in the OS of *M. sexta *larvae and they are necessary and sufficient to induce most of the defense responses triggered by feeding *M. sexta *caterpillar in *N. attenuata *[14]. Hence, previous studies suggest the existence of central herbivore-activated regulators in *N. attenuata *leaves, which, in turn, are regulated by minute amounts of FACs in the insect's OS. Disentangling the effect of mechanical tissue damage and FAC elicitation will provide critical information on how plants control changes in its metabolism to more efficiently reduce the negative fitness consequences of herbivore attack.

One of the earliest known molecular events differentially induced by OS and FACs in tobacco is the activation of WIPK and SIPK. Activation of these protein kinases occur within the first minutes after wounding [15] and the activation is enhanced several-fold by applying *M. sexta *OS to wounds [10]. Importantly, not only their activities but also SIPK and WIPK transcript levels are rapidly (within 60 min) and transiently induced after elicitation [10,15], indicating that these regulators are under positive feedback control at the transcriptional level. One of the early targets of the FAC signal transduction pathway in *N. attenuata *is the *WRKY6 *gene. Its transcript levels are also rapidly and transiently induced after wounds have been supplemented with *M. sexta *OS or synthetic FACs but only marginally by mechanical damage alone [16]. This rapid and transient kinetic of mRNA accumulation is characteristic of regulatory components and differs from that showed by, for example, transcripts encoding for defense components (e.g., protease inhibitors) which is characterized by a slower and more persistent rate of mRNA accumulation, reaching maximum levels after hours to days [8]. However, not all regulatory components are under positive feedback control at the transcriptional level: the *Coronatine Insensitive 1 *(*COI1*) gene is an example in the JA transduction pathway [17]. However, some of the recently identified JAZ proteins that interact with COI1 and participate in JA-Ile perception are rapidly and transiently induced at the mRNA level by wounding in Arabidopsis [18].

The rapid advances in high throughput sequencing capacity in combination with new "open-architecture" techniques for quantification of gene expression has opened the possibility of performing genome-wide transcriptome studies in organisms from which massive nucleotide sequence information is not yet available. Serial analysis of gene expression (SAGE) is a technique that allows for the absolute quantification of mRNA abundance by quantifying the relative frequencies of individual short (13 nt) transcripts signatures tags [19]. Further development of the technique allowed for the generation of 26 nt tags (SuperSAGE) [20] which substantially improved the annotation of tags when aligned to sequences in public nucleotide databases [21]. With these techniques, the detection of transcripts is proportionally correlated to the scale of DNA sequencing and their combination with next generation sequencing (NGS) allows for the detection and analysis of very low abundant transcripts (frequently encoding for regulatory components) which have been estimated to account for more than 90% of mRNAs in eukaryotic cells [20,22].

Here we used SuperSAGE in combination with NGS for the quantification of the early changes (within 30 min) occurring in the transcriptome of *N. attenuata *plants after a single event of 18:3-Glu elicitation. The major objective of the study was to identify genes encoding for potential regulatory components of the FAC-mediated responses by looking for low abundant transcripts that were rapidly and transiently induced after 18:3-Glu elicitation.

## Results

### Generation of SuperSAGE libraries from wounded and FAC elicited *N. attenuata *leaves

Two SuperSAGE libraries were generated from the second fully expanded leaf of *N. attenuata *plants either mechanically wounded or wounded and supplemented with 18:3-Glu as a single FAC elicitor. Leaf samples were harvested after 30 min of the treatments (Figure 1). 

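SuperSAGE data were deposited for 1 library of each treatment: leaves whose wounds were supplied with solvent (wounding; W) and leaves whose wounds were supplied with 18:3-Glu (FAC elicitation; F). There are no replicate libraries, so each test compares these 2 libraries and not the treatments as such, and no error between plants can be given. The deposited records are pyrosequencing reads that the authors had sorted by library and trimmed to the ditag, which is a pair of tags joined end to end between the CATG sites of NlaIII, and no tags had been counted in them. The W library holds 225984 ditag reads and the F library 149124, from 2 regions of the plate. A read was taken as complete when the part trimmed off by the authors, which held the linkers, had its most frequent length of 59 nt, as it had in 85.1% of the W reads and 77.8% of the F reads. Ditags shorter than 52 nt were left out, and identical ditags (twin-ditags), which made up 38.5% of the remaining W reads and 41.2% of the remaining F reads, were counted once per library. The tags are the 26 nt at each end of a ditag. This extraction rule was chosen after the data had been examined, among 345 settings scored against the copy numbers that Additional files 1 and 2 list for 1631 tags. It gave the most exact matches (1147, or 70.3%), so that closeness of the counts and calls to those of the study is not independent evidence. Additional file 1 was used only in part (1140 UniTags). Fold change (FC) was computed from copies per 100000 UniTag copies, with a normalized value of 0 set to 1, and intervals are exact 95% intervals, which cover counting error only.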

Wounding is a prerequisite for FAC-elicitation; hence, analysis of wounded leaves was used to differentiate between genes regulated by mechanical damage from those regulated more specifically or deferentially by FACs. Additionally, elicitation by a single elicitor (18:3-Glu) and a single wound event were used to eliminate the effects of other OS components and repeated wounding on gene expression.

**Figure 1:**
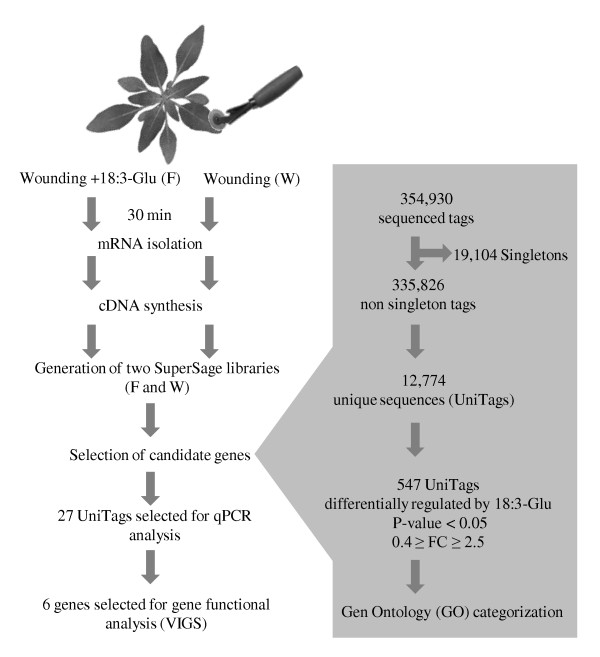
**Schematic representation of the approach used for identification of regulatory genes by SuperSAGE**. Two SuperSAGE libraries were generated from the second fully expanded leaf of *N. attenuata*. Plants were mechanically wounded or wounded plus the immediate addition of 18:3-Glu as a single FAC elicitor and leaves were harvested 30 min after the treatments. From these libraries, 547 unique mRNA sequences (UniTags) were defined as differentially expressed after 18:3-Glu elicitation versus wounding (FC: fold-change). After gene ontology categorization, the kinetics of transcript accumulation corresponding to 27 UniTags were analyzed by quantitative PCR. Six selected genes were functionally characterized by Virus Induce Gene Silencing (VIGS).

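Counted in this way, 109207 different ditags gave 218414 tags in the W library and 61919 gave 123838 tags in the F library, 1.76 times as many in W as in F. The sample labels give totals of 215585 and 120119 tags, and the paper's totals are 227536 and 127394; the values reported here rest on the counted tags. Keeping twin-ditags gave 355356 tags in W and 210640 in F, and over all the settings tried for the extraction the totals ranged from 145022 to 450510 in W and from 82424 to 295922 in F.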

The total number of SuperSAGE tags obtained after sequencing the libraries in a single 454 plate and eliminating i) incomplete reads, ii) twin-ditags, and iii) ditags without complete library-identification DNA linkers was 354,930; comprising 227,536 tags from the wounding (W) library and 127,394 from the FAC-elicited (F) library (Table 1). These tags represented 31,878 unique sequences with 19,104 (11,951 in the W library and 7,153 in the F library) detected only once (singletons) in the combined libraries, and 12,774 detected at least twice in the combined libraries (Table 1). These latter tags are referred as UniTags throughout the manuscript [22] and will be considered for further analysis. 

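The counted tags held 30886 unique sequences, of which 12426 were UniTags and 18460 were singletons. The W library contained 11625 of the UniTags, with 206997 copies, and the F library contained 9880, with 116795 copies. Both libraries shared 9079 UniTags, while 2546 were found in W alone and 801 in F alone. A UniTag absent from a library could have been present there at up to 14.5 copies per 1000000 in W and 25.7 in F, which is the limit that a count of 0 allows, taken as 3 counts. The lowest possible number of copies, 2, was found for 3958 UniTags (31.9%). Counting only the tag read second in each ditag, an alternative chosen after the data had been seen, left 7590 UniTags, and over the settings tried for the extraction their number ranged from 10444 to 23793.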

Singletons represented thus ~60% of unique sequences, in agreement with previous studies [21,22]. 

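Of the singletons, 11417 came from the W library and 7043 from the F library, and they made up 59.8% of the unique sequences (exact Clopper-Pearson interval 59.2 to 60.3%). As shares of the sequenced tags, they were 5.23% in W and 5.69% in F.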

The complete SuperSAGE dataset is available in Additional file 1 (see also Accession numbers).

**Table 1:** Features of the SuperSAGE libraries from wounded and 18:3-Glu elicited leaves

Library	W**	F**	Total	(%)
Sequenced tags	227,536	127,394	354,930	(100)
Number of unique transcripts (UniTags)	11,942	10,117	12,774	
Number of singletons	11,951	7,153	19,104	

Abundance classes of UniTags*				
Very high-abundant: > 5,000 copies.million^-1^	24	22	46	(0.2)
High-abundant: > 1,000 - 5,000 copies.million^-1^	127	133	260	(1.2)
Mid-abundant: 100 - 1,000 copies.million^-1^	1,178	1,084	2,262	(10.2)
Low-abundant: < 100 copies.million^-1^	10,613	8,878	19,491	(88.4)
**Total**	11,942	10,117		

Copy number of Tags in Abundance classes*				
Very high-abundant: > 5,000 copies.million^-1^	2.34 × 10^5^	2.34 × 10^5^	4.68 × 10^5^	(23.4)
High-abundant: > 1,000 - 5,000 copies.million^-1^	2.36 × 10^5^	2.43 × 10^5^	4.80 × 10^5^	(24.0)
Mid-abundant: 100 - 1,000 copies.million^-1^	3.32 × 10^5^	3.16 × 10^5^	6.48 × 10^5^	(32.4)
Low-abundant: < 100 copies.million^-1^	1.98 × 10^5^	2.07 × 10^5^	4.05 × 10^5^	(20.2)
**Total**	1.00 × 10^6^	1.00 × 10^6^		

* Values normalized to 1 million tags

** W: wounded; F: 18:3-Glu elicited

### Abundance of UniTags and annotation to public databases

The UniTags were first classified in abundance groups according to their number of copies [22]. UniTags present at ≤ 100, > 100 - ≤ 1,000, > 1,000 - ≤ 5,000 and >5,000 copies per million (copies.million^-1^) were considered as low-, mid-, high- and very high-abundant tags, respectively (Table 1). The frequency distribution of the 12,774 UniTags showed that the number of copies in low and mid abundance groups (≤ 1,000 copies.million^-1^) represented > 98% of the UniTags while high- and very high-abundant tags (>1,000 copies.million^-1^) represented only 1.4% (Table 1). However, although the latter group represented only a small fraction of the 12,774 UniTags, together they accounted for ~47% of the total number of tag copies in both the W and F libraries (Table 1). These values were in agreement with previously reported data [23,24].

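In the W library, 10291 UniTags were low-, 1180 mid-, 131 high- and 23 very high-abundant. The F library had 8578 low-, 1146 mid-, 134 high- and 22 very high-abundant UniTags. UniTags at or under 1000 copies per 1000000 of UniTag copies thus made up 98.7% of those found in W and 98.4% of those found in F. At the depth of the W library this bound lies at 207 copies, and in the F library it lies at 117. UniTags above it held 47.5% of the UniTag copies in W (exact Clopper-Pearson interval 47.3 to 47.7%) and 48.0% in F (47.7 to 48.2%). With identical ditags kept, the share of copies rose to 55.1% in W and 52.7% in F.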

Annotation of the 12,774 UniTags using basic local alignments (BLASTN) gave 5,565 tags (43.6%) that matched with a maximum of 3 mismatches (score ≥ 46.1 or e-value ≤ 6.10^-4^) to sequences deposited in GenBank plant nucleotide databases (Additional file 1 and Table 2). 78.8% of these 5,565 UniTags matched perfectly (26/26) with sequences in the databases while 8.4% did it with one mismatch (25/26), 6.5% with two mismatches (24/26) and 6.4% with three mismatches (23/26; Table 2). Moreover, 88% of the annotated UniTags matched sequences corresponding to *Nicotiana *spp, 5% to *Solanum *spp and 8% to other plant species (Table 2).

**Table 2:** Annotation of UniTags using GenBank DNA sequence databases

	No. of matches (total 26)					
	**26**	**25**	**24**	**23**	**Total**	**(%)**

*Nicotiana *spp	3,867	403	305	300	**4,875**	(88)
*Solanum *ssp	188	31	19	22	**260**	(5)
Other species	330	32	35	33	**430**	(8)

Total	**4,385**	**466**	**359**	**355**	**5,565**	(100)
(%)	(78.8)	(8.4)	(6.5)	(6.4)		

### FAC elicitation induces differential expression of 547 UniTags

Statistically significant changes in tag copy number between the F and W libraries were analyzed by calculating a probability (*P*)-value according to [25] (see Materials and Methods for a brief description). 

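The exact Audic-Claverie test was computed in its two-sided form from the copies of each UniTag and the totals of all sequenced tags, in the form that gives the P-values listed in Additional file 1. In this form the upper tail leaves out the observed count, so that a UniTag with 0 copies in W and 3 in F has p = 0.0343 in the exact Audic-Claverie test, and its FC is 2.57 because the normalized 0 is set to 1. With the observed count included in both tails, the exact Audic-Claverie test gives p = 0.0947 for the same copies. With 1 copy in W and 4 in F, the exact Audic-Claverie test gives p = 0.0520 in the form used by the study.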

Although small changes in expression levels may have biological significance [25], in this study we focused primarily on genes which showed strong changes in expression levels with arbitrary fold-change (FC) values ≥ 2.5 or ≤ 0.4 (FAC elicitation vs wounding). Based on the calculated (*P*)-values and using a 95% confidence level, 547 UniTags were identified as differentially expressed after FAC elicitation (Additional file 2). Among these UniTags, 430 had FC ≥ 2.5 and 117 FC ≤ 0.4 (F vs W; Figure 2a and Additional file 2). 

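Of the 12426 UniTags tested, 387 were called up-regulated and 127 down-regulated, with p and FC read to 2 significant digits. The paper's list of 547 shares 452 of these calls, 350 up and 102 down, and 1 UniTag was called in the opposite direction (Tag-4918). Among the up-regulated UniTags, 134 had 0 copies in W and 3 in F, and 190 (49.1%) had 5 or fewer copies in the libraries together. To measure what counting noise alone would call, the pooled copies of every UniTag were drawn at random into 2 libraries of the real sizes. In 100 such draws, a median of 183.5 UniTags (142 to 217) were called up-regulated and 53 (38 to 72) down-regulated. UniTags with 0 and 3 copies were called 89 times (67 to 108) in the median draw. Noise of plants or of library preparation is not covered by these draws. With the upper tail including the observed count, 201 UniTags were up-regulated, against a median of 58 in the draws. The Benjamini-Hochberg adjustment left 42 up- and 9 down-regulated UniTags, against medians of 0 and 0. Within each library, the dispersion of UniTag copies between the plate regions was 1.01 in W and 0.911 in F. Between the libraries it was 3.30 and 3.53 within single plate regions. Ditags read in both regions of a library, 18591 in W and 13291 in F, were left out of these values by region. The values thus cover only ditags read in 1 region, and they cannot show how far whole libraries vary between regions.

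**Figure D1:**
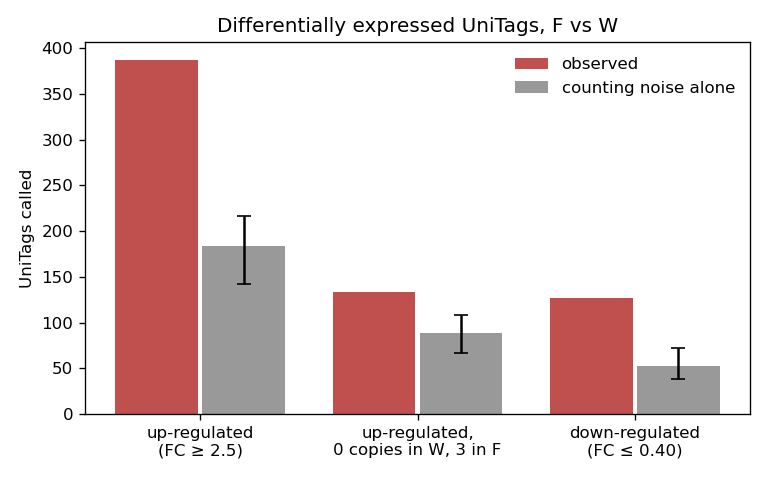
Number of UniTags called up-regulated, called up-regulated with 0 copies in W and 3 in F, and called down-regulated. Red bars are the observed numbers (387, 134 and 127) and grey bars the medians of 100 random draws of the pooled copies, with bars from the lowest to the highest draw; each observed number lies above the highest draw.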

Most of the differentially expressed UniTags presented FC values between 0.2 and 10, with 29 and 24 UniTags presenting FC values ≥ 10 and ≤ 0.2, respectively (Figure 2b). 

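Of the 514 called UniTags, 434 (84.4%) had FC values between these bounds, 31 had FC values of 10 or more and 49 had FC values of 0.2 or less. The median FC was 3.42 for the up-regulated and 0.230 for the down-regulated UniTags. These medians include UniTags without copies in one library, whose FC depends on the value set for 0: 201 of the up-regulated UniTags had no copies in W, and 37 of the down-regulated had none in F. With 0.5 added to every count in place of that value, 217 UniTags had FC values of 10 or more. With a normalized 0 set to 1, the highest FC belonged to Tag-11166, with 1 copy in W and 38 in F (67.3, 95% interval 11.4 to 2729; exact Audic-Claverie test, p = 3.13e-16), and the lowest to Tag-5435, with 27 copies in W and 1 in F (15.2-fold lower, FC interval 0.00160 to 0.398; exact Audic-Claverie test, p = 7.69e-05). Tag-2662, Tag-1094 and Tag-7335, the next lowest besides a UniTag of Table 3, fell from 20, 18 and 17 copies to 1 copy each.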

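Of the 387 up-regulated UniTags, 381 (98.4%) lay under 1000 copies per 1000000 in both libraries, and the most abundant reached 2355 copies per 1000000. All 127 down-regulated UniTags lay under this bound, the most abundant at 362 copies per 1000000. In the low-abundance class alone were 308 (79.6%) of the up-regulated and 81 (63.8%) of the down-regulated UniTags, and the median number of copies in the libraries together was 6 and 18. The bound itself separates few UniTags, as only 177 exceeded it in at least 1 library. Of these, 3.39% were called, against 4.15% of the 12249 others. Among the 177, 100 reached p values under the threshold of the exact test, with FC values of all 177 between 0.504 and 10.5. The 3 most abundant UniTags of both libraries had 6225, 4379 and 3654 copies in W and 3701, 2711 and 2107 in F, with FC values of 1.05, 1.1 and 1.02. With Benjamini-Hochberg adjustment the share of up-regulated UniTags under the bound was 85.7%.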

The majority (98.6%) of the differentially up-regulated UniTags and all of the down-regulated UniTags corresponded to low- and mid-abundance groups (< 1,000 copies.million^-1^; Figure 2c and Additional file 2), indicating that the strongest changes in expression levels occurred primarily in genes expressed at low to intermediate levels.

**Figure 2:**
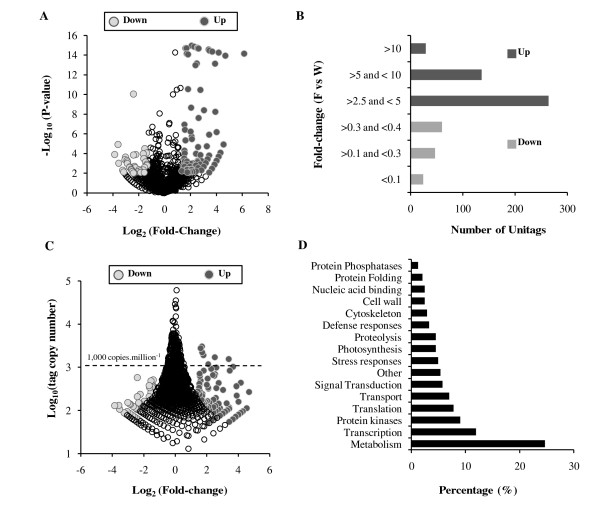
**Analysis of differentially expressed UniTags**. **A**, Volcano plot showing the Log_2_(fold-change; F vs. W) versus Log_10_(*P*-value) of 547 expressed UniTags. **B**, Fold change (F vs. W) distribution of the 547 differentially expressed UniTags. **C**, Distribution of the expressed UniTags based on the Log_2_(Fold-change; F vs. W) versus Log_10_(tag copy number). The dashed line corresponds to a threshold of 1,000 copies.million^-1^. **D**, Distribution of 242 annotated UniTags in Gene Ontologiy (GO) categories based on Molecular Function and Biological Process.

### Assignment of differentially expressed UniTags to Gene Ontology (GO): biological and functional categories

To obtain gene function categories of the differentially expressed UniTags, gene ontology (GO) annotation was performed by BLASTX (using the corresponding annotated nucleotide sequences as queries) against the non-redundant GenBank and UniProtKB/TrEMBL protein databases (Additional file 2). For this analysis, we used UniTags that showed a maximum of 2 mismatches (24/26) with entries in the GenBank nucleotide database (Additional file 1). Of the 547 differentially expressed UniTags, 349 had an associated nucleotide sequence and 323 matched to an amino acid sequence entry (e-value < 9.10^-4^) in the GenBank and UniProtKB/TrEMBL databases (Additional file 2). GO annotations (biological processes and/or molecular function) could be assigned to 242 of these 323 UniTags with the remaining entries corresponding to uncharacterized proteins (Additional file 2).

Among the most prevalent GO biological processes, ~25% of the UniTags classified into metabolism, ~12% into regulation of gene expression (including transcription, nucleosome assembly and mRNA processing), ~10% into amino acid phosphorylation/dephosphorylation, ~8% into translation (including ribosome assembling), ~8% into defense and stress responses, ~7% into transport, ~6% into protein degradation and folding and ~6% into signal transduction components (Figure 2d). The preponderance of changes in transcripts corresponding to metabolism, signaling, transcription, translation and transport associated processes after 30 min of 18:3-Glu elicitation emphasized the fact that at this early time point a substantial reprogramming of the leaf metabolism is already in progress. Based on changes in metabolic genes, hallmarks of this reprogramming included an increased capacity for protein synthesis and the generation of C skeletons and reducing power (see Discussion). These changes in the expression of metabolic genes are consistent with a substantial shift in primary metabolism to support secondary metabolism and tolerance mechanisms [5] and are consistent with previous gene expression studies [3,6,26] (see Discussion). The identification of regulatory factors controlling these changes in metabolism and defense and tolerance processes against insects is one of the major challenges for the future and some potential candidates are described below.

### Changes in the expression of UniTags/mRNAs encoding for regulatory components

The most prevalent GO molecular function with regulatory activity corresponded to transcriptional regulators and protein kinases, represented by 30 and 22 UniTags, respectively. The protein phosphatase category contained 3 UniTags, the signal transduction category 14 UniTags and the nucleic acid binding category 6 UniTags (Additional file 2). Thus, a total of 75 annotated UniTags corresponded to factors with potential regulatory function.

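By the classes of Additional file 2, 25 of the 30 transcriptional regulators were called differentially expressed from the counted tags, 21 of the 22 protein kinases, 3 of 3 protein phosphatases, 12 of 14 UniTags for signal transduction and 4 of 6 for nucleic acid binding. With the observed count included in both tails of the exact test, 17, 16, 3, 9 and 4 of them were called. The names are the matches given by the paper, which are often to sequences of other species, and UniTags were joined to them by their tag sequence. These UniTags come from the paper's list of differentially expressed UniTags, which rests on the same libraries. Their calls and directions are therefore not independent evidence, and they do not describe all UniTags of a gene family or function. Of the 126 named UniTags, 101 were called, and the inclusive tail took 30 of these out of the calls. This tail leaves the FC unchanged and so cannot reverse a call.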

Among transcriptional regulators, UniTags corresponding to WRKY transcription factors (TFs) were the most predominant (seven UniTags) and Tag-995 was the most up-regulated (23 fold) after 18:3-Glu elicitation within this group. Other UniTags for WRKYs were up-regulated between 9 and 2.5 fold (Additional file 2). 

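All 7 UniTags named WRKY in the paper's list of differentially expressed UniTags were called up-regulated. Tag-995 rose from 1 copy to 13 (FC 23.0, 95% interval 3.46 to 979; exact Audic-Claverie test, p = 1.31e-05). Tag-5799 rose from 9 copies to 35 (FC 6.89, 3.25 to 16.3), which is the most copies in this group. The ratios of Tag-9034, Tag-4640 and Tag-153 were 10.6 (1.29 to 489), 6.20 (1.18 to 61.2) and 4.73 (1.13 to 27.7), from 1, 2 and 3 copies in W. Tag-12524 and Tag-7057 had 0 copies in W and 3 in F each, which is too few for a fold change, and they were not called with the inclusive tail.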

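Tag-9956, named WIZZ, had 1 copy in W and 4 in F, a ratio of 7.09 with a 95% interval of 0.702 to 349, and was not called (exact Audic-Claverie test, p = 0.0520).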

Within the WRKY domain containing family, a WIZZ TF (wound-induced leucine *z*ipper *z*inc finger) [27] was up-regulated 7 fold. Other prevalent up-regulated TFs included AP2-like factors (three UniTags; up-regulated between 9 and 3 fold), RAV factors (two UniTags; up-regulated ~3 fold), ethylene-responsive element binding proteins (EREBP; two UniTags; up-regulated between 9 and 3 fold) and CCR4-NOT transcription complex proteins (two UniTags; up-regulated between 7 and 3 fold) (Additional file 2). 

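The AP2-like UniTags were all called: Tag-10110 rose from 149 copies to 275 (FC 3.27, 95% interval 2.67 to 4.02; exact Audic-Claverie test, p = 5.24e-33), Tag-10257 from 8 to 13 (2.88, 1.11 to 8.02) and Tag-7496 from 2 to 10 (8.86, 1.89 to 83.2). For RAV factors, Tag-8963 rose from 6 copies to 10 (FC 2.95, 0.973 to 9.89), and Tag-8962 had 0 copies in W and 4 in F (lower limit of the ratio 1.17). These share their first 25 nt and may come from 1 transcript; pooled, which was chosen after seeing the data, they had 6 copies in W and 14 in F (FC 4.14, 1.49 to 13.1). The EREBP UniTags had the same pairs of copies, Tag-2967 with 6 and 10 and Tag-1978 with 0 and 4. With the inclusive tail, Tag-8963 and Tag-2967 were no longer called, while the pooled RAV tags were. Of the CCR4-NOT UniTags, Tag-3754 was called from 0 copies in W and 4 in F, and Tag-6874, with 1 and 4, was not called.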

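Among UniTags that stand alone for a transcriptional regulator, Tag-916 (bZIP) and Tag-12599 (HIS4) had 0 copies in W and 3 in F each, which gives no fold change. Tag-6261 (RNAPII) rose from 2 copies to 6, a ratio of 5.32 with a 95% interval of 0.951 to 53.9 (exact Audic-Claverie test, p = 0.0274). None of these was called with the inclusive tail. Tag-9575 (S1FA), with 1 copy in W and 4 in F, and Tag-8126 (sigma subunit), with 1 and 3, were not called, and the ratio of the latter had an interval from 0.427 to 279.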

Single up-regulated UniTags in this category corresponded to a bZIP TF (2.5 fold), HIS4 (2.5 fold), S1FA (7 fold), RNA polymerase II (RNAPII; 5.5 fold) and a sigma subunit for a plastidial RNA polymerase (7 fold). 

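Tag-7764, named GATA-1 zinc finger protein, fell from 8 copies to 0 and was called (exact Audic-Claverie test, p = 0.0351), while the interval of its ratio reaches up to 1.04 and includes 1. It holds the sequence CTGCTG, and all 8 of its copies were read as the second tag of their ditag. Tag-452, named RNAPIII, had 14 copies in W and 2 in F, a ratio of 0.253 with a 95% interval of 0.0279 to 1.1, and was not called (exact Audic-Claverie test, p = 0.0525). It was called, with an FC of 0.236, when tags 1 change away from a more abundant tag were merged into it.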

Among down-regulated transcriptional regulators were a GATA-1 zinc finger protein and RNA polymerase III (RNAPIII; Additional file 2).

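Of the MAPK UniTags, Tag-8411 had 0 copies in W and 5 in F (lower limit of the ratio 1.62), Tag-8549 had 0 and 3, and Tag-5435 lay lower in F. Tag-8549 was not called with the inclusive tail. Of the WAK UniTags, Tag-11559 rose from 53 to 172 (FC 5.75, 95% interval 4.20 to 7.98; exact Audic-Claverie test, p = 8.36e-35), Tag-2067 from 22 to 48 (3.87, 2.29 to 6.73) and Tag-3690 from 41 to 77 (3.33, 2.25 to 4.99). The last 22 nt of Tag-3690 are the first 22 nt of Tag-11559, and their ratios differed (Fisher's exact test, p = 0.0307). For BAK1, Tag-4508 rose from 11 copies to 23 (FC 3.71, 1.74 to 8.42) and Tag-10995 from 1 to 5 (8.86, 0.992 to 419), which was not called with the inclusive tail. For the phosphatases, Tag-7938 (PP2A) had 0 copies in W and 4 in F, Tag-9434 (PP2C) rose from 9 to 16 (FC 3.15, 1.31 to 8.09) and Tag-10992 (PP2C) fell from 23 to 2 (6.49-fold lower; FC interval 0.0176 to 0.624).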

Within the protein kinase and phosphatase classes, three UniTags corresponded to MAPK (two up-regulated between 4 and 2.5 fold and one down-regulated 10 fold), three to cell-wall associated kinases (WAK; up-regulated between 3.5 and 6 fold), two to BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase 1 (BAK1; up-regulated between 9 and 3 fold) and three to protein phosphatase 2A (PP2A) and C (PP2C; two up-regulated ~3 fold and one down-regulated ~5-fold). In addition, this category contained a chloroplast precursor for *Arabidopsis *protein kinase 1 (APK1) [28] up-regulated ~7 fold, a shaggy-like kinase (up-regulated ~5 fold), and a cytokinin-regulated kinase 1 (CRK1; the most up-regulated, ~14 fold) and a calmodulin protein kinase 1 (up-regulated ~11 fold) among others (Additional file 2).

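Tag-5266 (CRK1) rose from 1 copy to 8 (FC 14.2, 95% interval 1.90 to 629; exact Audic-Claverie test, p = 0.00143), Tag-3199 (calmodulin protein kinase 1) from 1 to 6 and Tag-5935 (shaggy-like kinase) from 3 to 8. Tag-11044 (APK1) had 1 copy in W and 4 in F and was not called. With so few copies in W, the intervals of the ratios of these kinases overlap, and their order was not tested.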

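All 7 UniTags named Avr9/Cf-9 rapidly elicited protein in the paper's list of differentially expressed UniTags were called up-regulated. Tag-9719 rose from 16 copies to 113 (FC 12.5, 95% interval 7.38 to 22.6; exact Audic-Claverie test, p = 9.33e-34), Tag-9208 from 33 to 90 (4.83, 3.21 to 7.44) and Tag-146 from 25 to 43 (3.05, 1.82 to 5.21). Tag-9719 and Tag-9208 hold CTGCTG, 1 of the recognition sequences of the enzyme that releases the tags (EcoP15I), and their rise was larger among copies read as the first tag of a ditag than among copies read as the second. Among copies read second, the ratio of Tag-9719 was 6.35 (3.53 to 12.1), while among copies read first it had 1 copy in W and 59 in F. The ratio of Tag-9208 was 3.66 (2.27 to 6.02) among copies read second and 9.99 (4.15 to 29.1) among copies read first. The other 4 had 6 or fewer copies in F: Tag-6675 rose from 1 to 6, Tag-2878 and Tag-10071 had 0 and 4, and Tag-9852, with 0 and 3, was not called with the inclusive tail.

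**Figure D2:**
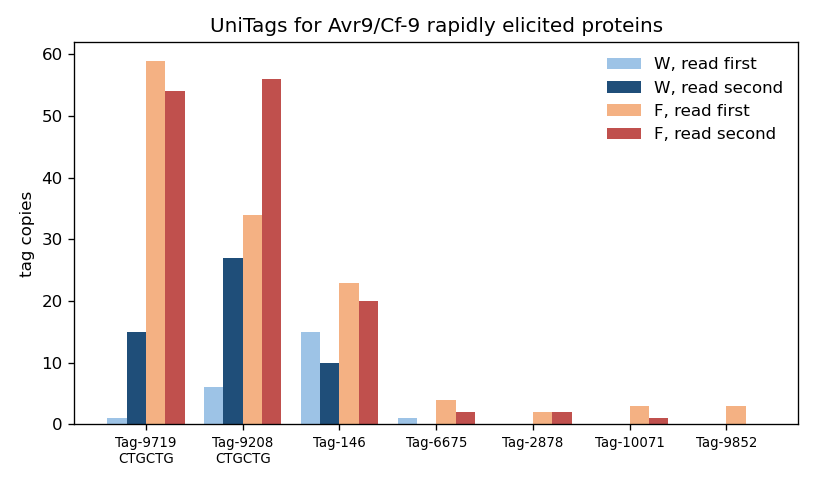
Tag copies of the UniTags for Avr9/Cf-9 rapidly elicited proteins in the W and F libraries, split by whether the tag was read first or second in its ditag. Of the 16 copies of Tag-9719 in W, 1 was read first, against 59 of 113 in F.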

Within the signal transduction class, the most predominant UniTags corresponded to "Avr9/Cf-9 rapidly elicited proteins" (seven UniTags) up-regulated between 13 and 2.5 fold. Single up-regulated UniTags corresponded to a Hs1^pro-1^-like protein (putative nematode resistance protein (NRP); 17.9 fold), SGT1 (3.6 fold), a lipid phosphate phosphatase (LPP; 5.4 fold) and an extra-large G protein (2.5 fold) were also contained in this category (Additional file 2).

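Tag-6205 (NRP) rose from 5 copies to 48 (FC 17.0, 95% interval 6.81 to 54.8; exact Audic-Claverie test, p = 1.65e-16). Tag-10962 (SGT1) had 3 copies in W and 8 in F, a ratio of 4.73. Tag-10039 (LPP) rose from 2 copies to 6, a ratio whose interval of 0.951 to 53.9 includes 1, and was called (exact Audic-Claverie test, p = 0.0274) but not with the inclusive tail (exact Audic-Claverie test, p = 0.0601). The extra-large G protein (Tag-722) had 0 copies in W and 3 in F and was likewise not called with that tail.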

### Validation of the SuperSAGE data by qPCR

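From the counted tags, all 27 UniTags of Table 3 were called, 26 up- and 1 down-regulated. In the libraries together they had between 7 and 267 copies, and none exceeded 90 copies in W or 177 in F. The largest numbers of copies in F belonged to Tag-5283 (90 in W and 177 in F; FC 3.49, 95% interval 2.69 to 4.54), Tag-11559 and Tag-6199 (28 and 166; FC 10.5, 7.01 to 16.3; exact Audic-Claverie test, p = 8.04e-46). Without copies in W, Tag-4898 had 30 copies in F (lower limit of the 95% interval of the ratio 13.5), Tag-12314 had 13 (5.40) and Tag-1844 had 7 (2.55). Tag-895 and Tag-6642 rose from 1 copy to 11 each (FC 19.5, 2.83 to 839), Tag-2452 from 1 to 9 (16.0, 2.21 to 699), Tag-837 from 5 to 38 (13.5, 5.29 to 43.8), Tag-7795 from 4 to 19 (8.42, 2.80 to 34.0) and Tag-6032 from 20 to 68 (6.03, 3.62 to 10.5). Smaller ratios belonged to Tag-5869 (47 and 109 copies; 4.11, 2.89 to 5.92), Tag-129 (4 and 9; 3.99, 1.11 to 17.7), Tag-2815 (7 and 15; 3.80, 1.46 to 11.0) and Tag-6938 (7 and 14; 3.54, 1.34 to 10.4). Tag-2990, the down-regulated UniTag, fell from 20 copies to 1 (11.3-fold lower, FC interval 0.00214 to 0.554; exact Audic-Claverie test, p = 0.00138). The sequence CTGCTG is held by 5 of the 27 (Tag-9719, Tag-4898, Tag-1439, Tag-7036 and Tag-2978). As a set, CTGCTG tags were less often read first than second in their ditags, to a different extent in W and F. Linker tags and tags that begin with the site, as Tag-4898 does, were left out of that set. All 30 copies of Tag-4898 were read first, as were 16 of the 18 F copies of Tag-1439 and 58 of the 69 F copies of Tag-7036. From copies read second alone, the ratio of Tag-7036 was 1.94 (0.748 to 5.10), that of Tag-1439 was 3.53 (0.184 to 208) and that of Tag-2978 was 8.82 (0.987 to 417), while Tag-4898 had no such copies. Tag-2978 is nearly identical to Tag-2976 and Tag-2979, and pooled, which was chosen after seeing the data, these had 7 copies in W and 23 in F (FC 5.82, 2.42 to 16.1). With the inclusive tail, 26 of the 27 were called.

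**Figure D3:**
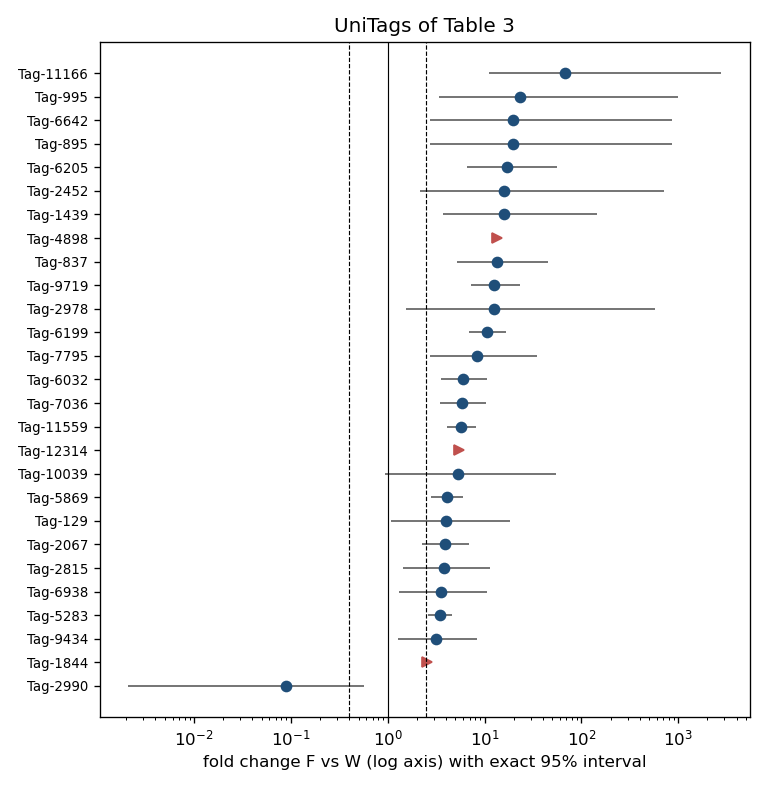
Fold change (F vs W, log axis) of the UniTags of Table 3. Points are FC values with exact 95% intervals for the ratio of 2 counts, triangles are the lower limits of the exact 95% interval for UniTags with 0 copies in W, and dashed lines mark the FC thresholds of 0.4 and 2.5; 26 UniTags lie above 1 and Tag-2990 lies below.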

A subset of 27 differentially expressed UniTags (Table 3) was selected for further analysis based on the fulfillment of at least two of the following criteria: 1) strong and significant changes in their FC values (either up- or down-regulated, F vs W); 2) abundance of <1,000 copies.million^-1 ^(as regulatory components are encoded by low abundant transcripts); 3) matched known regulatory components in the databases.

**Table 3:** List of the 27 UniTags selected for qPCR and VIGS analysis^1^

Tag-Id	Tag sequence	FC	Protein Description
Tag-11166	CATGTGTCAAGCTGGAAAACTTGCCA	69.92	NM
Tag-4898	CATGCTGCTGGGACTCTCGTATACAG	25.78	NM
Tag-995	CATGAATTCAAGAAACAAGCCAACAA	23.31	ACJ04728.1| WRKY transcription factor
Tag-6642	CATGGCCAAGAGTACGTTCTCAAAGG	19.72	AAL08561.1| auxin-regulated protein
Tag-895	CATGAATGACACTAATGAATTCGTCG	19.72	NM
**Tag-6205**	**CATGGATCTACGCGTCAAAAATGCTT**	**17.93**	**AAG44839.1| Hs1pro-1-like receptor**
Tag-2452	CATGATGAATACGAGCAGCTTCGGGT	17.93	NM
Tag-1439	CATGACTGCTGTCAGACGAACTGCAC	16.14	BAD33355.1| ABC transporter
**Tag-837**	**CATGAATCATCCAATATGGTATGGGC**	**14.70**	**XP_002298932.1| predicted protein (UnkA)**
Tag-9719	CATGTATTCTGCTGTAAATTCAGGAA	12.77	AAG43557.1| Avr9/Cf-9 rapidly elicited protein
Tag-2978	CATGATTTTTTTTCCTTCTGCTGTAT	12.55	NM
**Tag-12314**	**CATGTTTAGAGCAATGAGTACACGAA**	**10.81**	**EEF40825.1| hypothetical protein (UnkB)**
Tag-6199	CATGGATCGGCAAACAAAGAGATTAT	10.51	NM
Tag-7795	CATGGGTTATTCAGTGCTGTTCAGTG	5.98	AAY17949.1| ring zinc finger protein
Tag-1844	CATGAGGAAGGCTATGAAGGAGAAGA	5.82	NM
Tag-7036	CATGGCTGCTGACAACTTACCTGGAT	5.79	ACG41445.1| plastid-lipid associated protein
**Tag-11559**	**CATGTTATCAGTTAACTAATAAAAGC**	**5.70**	**EEF35389.1| wall-associated kinase (WAK)**
**Tag-10039**	**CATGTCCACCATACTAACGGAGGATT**	**5.38**	**NP_001078095.1| LPP (Lipid Phosphate Phosphatase)**
Tag-6032	CATGGAGGTCTTTCTCGTTATCTGAT	5.22	XP_002278077.1| hypothetical protein
Tag-5869	CATGGAGACTTTGCAAGTTAAGTTTT	4.26	BAC07504.2| receptor-like protein kinase
Tag-2067	CATGAGTTGGTGGATTCAAATCTTGG	4.13	EEF37528.1| wall-associated kinase (WAK)
Tag-129	CATGAAACACAGTTAGCAATTTATGA	4.03	ABD28351.1| Lissencephaly type-1-like homology
Tag-6938	CATGGCTCGGATTTGCATCTCTAAAG	3.84	NP_563839.1| transcription factor
Tag-5283	CATGCTTTGTAAAACTTAGCAACAAA	3.47	NM
**Tag-2815**	**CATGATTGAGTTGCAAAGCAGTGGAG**	**3.36**	**BAB16427.1|*Nicotiana *Elicited Induce Gene (NEIG)**
Tag-9434	CATGTATAGCAGATTGGTGAAATGAT	3.19	BAE44121.1| protein phosphatase 2C
Tag-2990	CATGCAAAACGTACACCGAGAAAGAA	0.09	NM

FC: fold change (FAC-elicitation vs. Wounding). NM: no match in GenBank

^1^UniTags selected for VIGS analysis are depicted in bold.

The selected UniTags were first elongated by amplification of their corresponding cDNAs and BLASTed against the GenBank plant nucleotide databases to confirm their identities. All of the elongated sequences (see "Accession numbers") matched to the same entries as the original 26 bp tags (data not shown). Secondly, the elongated sequences were used to design gene-specific primers to i) validate the SuperSAGE data and ii) to study the kinetic of mRNA induction by real time quantitative PCR (qPCR). Total RNA was extracted from both wounded and 18:3-Glu elicited leaves of WT plants after different times of the stimuli.

The accumulation of 20 mRNAs corresponding to the selected UniTags was consistent with a rapid increase (within 60 min) after FAC elicitation and a rapid decrease (within 120 min) to basal or lower levels after the stimuli (Figure 3 and Additional file 3 [Figure S1]). Interestingly, several transcripts showed either no or minimal induction by wounding, representing therefore genes activated almost specifically by FACs (e.g., 837, 995, 1844, 2815; Figure 3). For some transcripts mechanical damage induced an increase in their corresponding mRNA levels which was potentiated several fold by 18:3-Glu elicitation (e.g., 5869, 10039; Figure 3). For transcripts corresponding to four UniTags (6032, 7036, 129, 6642), the differential regulation by 18:3-Glu elicitation could not be confirmed (Additional file 3 [Figure S1]) and they may represent false positives in the SuperSAGE analysis [25]. Finally, mRNAs for three UniTags (1439, 2452, 2990) were differentially repressed by 18:3-Glu elicitation (Additional file 3 [Figure S1]).

**Figure 3:**
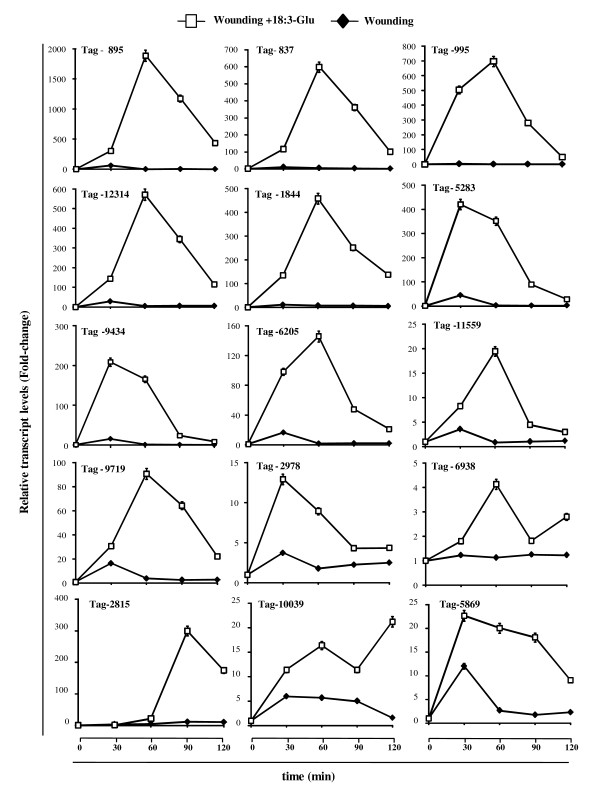
**Analysis of mRNA accumulation corresponding to selected UniTags by qPCR**. Examples of the kinetics of induction of mRNAs for 15 UniTags analyzed by qPCR after wounding and 18:3-Glu elicitation. Relative mRNA quantification was performed using the eEF1A as a reference gene for normalization and the data is expressed as fold-change relative to time 0 (unelicited leaves). Values at this time point were set arbitrary to 1. Transcripts levels were analyzed in three biological replicates (*n *= 3).

### Functional characterization of candidate regulatory components of insect mediated responses by VIGS

To validate the use of the SuperSAGE approach for the identification of candidate regulatory components of the interaction between *N. attenuata *and *M. sexta *larvae, six genes were selected for preliminary gene function characterization by virus-induced gene silencing (VIGS). The selection of these genes was based on: 1) their kinetic of mRNA induction and 2) their fold-change compared to wounding (minimal induction by wounding -except for Tag-10039). Some of the genes encoded for putative regulatory components and two presented no similarity to any other protein of known or predicted function (Figure 3 and Table 3). The selected UniTags corresponded to a Hs1^pro-1^-like protein (putative nematode resistance protein (NRP); Tag-6205), lipid phosphate phosphatase (LPP; Tag-10039), *Nicotiana *elicitor induced gene (NEIG; Tag-2815), cell wall-associated protein kinase (WAK; Tag-11559), UnkA (Tag-837) and UnkB (Tag-12314) (these last two presenting no protein annotation) (Table 4). To evaluate whether these genes participate in FAC- and insect defense-mediated responses, gene-specific silenced plants and plants transformed with the empty vector (EV; control plants) were assessed for *M. sexta *larval performance and the accumulation of JA and JA-Ile after 18:3-Glu elicitation and wounding. Gene silencing efficiency in these plants was analyzed by qPCR in 18:3-Glu-elicited leaves after 1 h of the treatment (Table 4). The morphological phenotype of the silenced-plants was indistinguishable from EV control plants (data not shown).

**Table 4:** Selected genes for functional characterization by VIGS

Tag ID	Gene Name	VIGS construct	Silencing efficiency (%)^1^
Tag-6205	Nematode Resistance Protein (NRP)	pTVNRP	67 ± 1.8
Tag-10039	Lipid Phosphate Phosphatase (LPP)	pTVLPP	69 ± 2.1
Tag-11559	Wall Assocaited Kinase (WAK)	pTVWAK	83 ± 2.5
Tag-2815	*Nicotiana *Elicited Induced Gene (NEIG)	pTVNEIG	91 ± 5.2
Tag-837	UnkA	pTVUNKA	73 ± 4.7
Tag-12314	UnkB	pTVUNKB	98 ± 2.8

^1 ^The silencing efficiency is expressed as the reduction (%) of the mRNA levels in the VIGS-silenced plants relative to the levels of the corresponding mRNA in EV (empty vector) plants. In all cases the reductions were statistically significant (*P *< 0.05, *t*-test, EV vs VIGS).

*M. sexta *larva feeding on plants silenced in the expression of LPP or UnkA showed significant increases in mass gained after 11 and/or 15 days compared to EV plants (Figure 4; see caption for statistical analysis). In contrast, larval performance was similar between EV and plants silenced in NRP, NEIG, WAK and UnkB (Additional file 3 [Figure S2]). The rate of JA and JA-Ile accumulation after wounding was similar between EV and LPP-silenced plants (Figure 5a). After 18:3-Glu elicitation, the accumulation of JA and JA-Ile was significantly slower in LPP-silenced plants however after 90 min the levels were similar to EV plants (Figure 5a, see caption for statistical analysis). Plants silenced in UnkA expression had similar rates of JA and JA-Ile accumulation to EV plants after both 18:3-Glu elicitation and wounding (Figure 5b). Likewise, induced levels of JA and JA-Ile in NRP-, WAK-, NEIG- and UnkB-silenced plants were similar to EV plants (data not shown).

**Figure 4:**
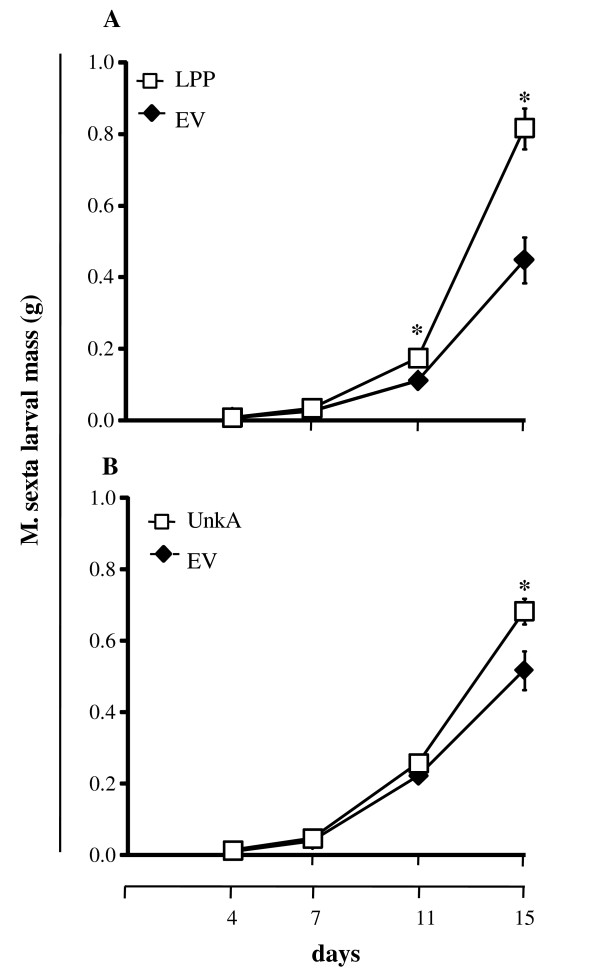
***M. sexta *larval performance on LPP- and UnkA-silenced plants**. *N. attenuata *plants were silenced in the expression of LPP and UnkA by VIGS. Plants transformed with the empty vector (EV) were used as control. **A**, Mean (± SE) of *M. sexta *larval mass after 4, 7, 11 and 15 days of feeding on EV and LPP-silenced plants (*n *= 32 for each genotype). Statistical analysis was performed by repeated-measurement ANOVA (F_1,54 _= 12.79, *P *< 0.01). **B**, Mean (± SE) of *M. sexta *larval mass after 4, 7, 11 and 15 days of feeding on EV and UnkA-silenced plants (*n *= 32 for each genotype). Statistical analysis was performed by repeated-measurement ANOVA (F_1,48 _= 6.62, *P *< 0.05). In both cases asterisks represent significant differences between EV and the corresponding silenced line. Both experiments were conducted two times independently with identical results.

**Figure 5:**
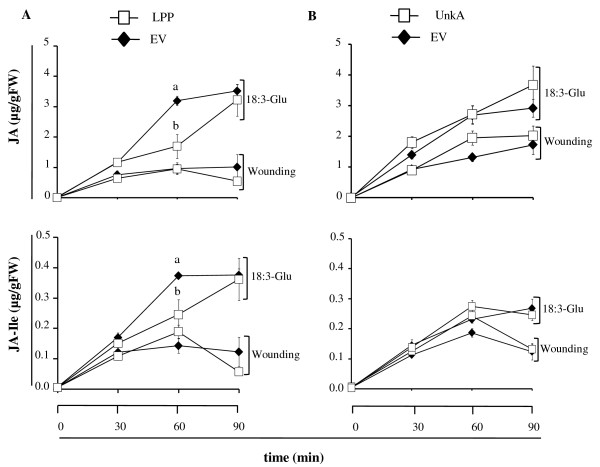
**Quantification of JA and JA-ILE levels in LPP- and UnkA-silenced plants**. Leaves from *N. attenuata *plants silenced in the expression of LPP and UnkA by VIGS were either wounded or 18:3-Glu elicited and tissue was harvested at different times. **A**, Mean (± SE) JA and JA-ILE levels in EV and LPP-silenced plants (*n *= 5). Statistical differences in JA and JA-ILE levels were analyzed by univariate ANOVA (JA, F_3,12 _= 18.6, *P *< 0.001; JA-ILE, F_3,12 _= 5.6, *P *< 0.05). Different letters denote significant differences in a Scheffé *post-hoc *test at *P *< 0.05. **B**, Mean (± SE) JA and JA-ILE levels for EV and UnkA-silenced plants (*n *= 5).

## Discussion

In this study we exploited the combined capacities of SuperSAGE and NGS to quantify the expression of thousands of genes in *N. attenuata *leaves elicited by one of the major elicitors (18:3-Glu) present in the OS of *M. sexta *larvae. We analyzed the expression of >335,000 SuperSAGE tags, representing 12,774 unique transcript sequences with the main objective of identifying factors with potential regulatory functions during the *M. sexta*-*N. attenuata *interaction. The analysis disclosed 75 annotated putative regulatory factors and from a subset of 27 selected we could confirm that the kinetic of mRNA induction for 20 of them followed the expected profile, a rapid and transient up-regulation.

Because the SuperSAGE generates 26 nt tags, DNA sequence databases are a prerequisite to warrant efficient gene annotation of the tags. Consistent with the presence of >17,000 *Nicotiana *spp nucleotide sequences publicly available in GenBank, ~88% of the *N. attenuata *UniTags matched to *Nicotiana *species (Table 2). However, only 43.5% of the 12,774 UniTags matched -with a maximum of 3 mismatches- to sequences in GenBank (Table 2). With a tolerance of 6 mismatches (20/26), 8,151 UniTags (64%) found a hit in this database (Additional file 1). Most SuperSAGE tags are derived from the 3' UTR of each mRNA molecule [20] which has been shown to be allele-specific in plants [29]. Since most of the *Nicotiana *spp nucleotide entries in GenBank correspond to *N. tabacum*, a percentage of the mismatches may be attributed to polymorphisms in the 3' UTR of mRNAs from *N. attenuata *and this tobacco species. Regarding the 547 differentially expressed UniTags, 60% could be assigned to a protein entry (Additional file 2) in GenBank and UniProtKB/TrEMBL protein databases and 25% of this fraction represented fully uncharacterized protein entries (Additional file 2), a fact that partially handicapped the functional characterization of the *N. attenuata *transcription profiles. Nevertheless, a total of 242 UniTags were reliably assigned to a GO category. However, since these 242 UniTags represented < 50% of the differentially regulated mRNAs (Additional file 2), we expect that improved gene annotation will increase (probably by factor of two) the number of putative regulators that change expression after 18:3-Glu elicitation.

### Changes in the expression of mRNAs encoding for regulatory components

WRKY transcription factors (TFs) occur in large gene families in plants and orchestrate different responses including those for pathogen resistance and wound healing [30,31]. For example, WRKYs bind to W-box elements in PR1 genes and regulate their expression after salicylic acid (SA) induction and pathogen elicitation [32]. WRKY3 and 6 in *N. attenuata *have been involved in responses against insect herbivores [16]. WIZZ (wound-induced leucine zipper zinc finger) was identified as an early and transiently activated wound-responsive gene in tobacco [27] and contains a leucine-zipper motif and a WRKY domain in its structure. After wounding, WIZZ transcripts accumulate within 10 min reaching maximal levels by 30 min and decreasing thereafter to basal levels [27]. Our results suggested that several WRKY members including WIZZ may play critical roles in the coordination of *M. sexta-N. attenuata *interactions. AP2/ERF is a large family of TFs in plants, encoding transcriptional regulators with a variety of functions in the control of developmental and physiological processes including the integration of JA and ET signals [33]. The AP2/ERF family is classified into subfamilies containing AP2, DREB, EREBP and RAV TFs. Three AP2-like, two EREBP and two RAV TFs were rapidly up-regulated after 18:3-Glu elicitation (Additional file 2), suggesting that this family of TF may also play important roles in the orchestration of some of the plant's responses to insect feeding.

Two UniTags corresponding to the CCR4-associated factor 1 (CAF1) were up-regulated by 18:3-Glu elicitation. CAF1 is a subunit of the CCR4-NOT complex involved in mRNA degradation and Arabidopsis plants mutated in *CAF1a *and *b *genes are more susceptible to *Pseudomonas syringae *infection [34]. These authors hypothesized that the CAF1-containing complex controls the expression of a repressor of defense genes during pathogenesis. Our results suggested that the CCR4-NOT complex may also plays a role in defense responses against insects.

Several UniTags corresponding to putative cell wall-associated protein kinases (WAKs) were rapidly up-regulated after 18:3-Glu elicitation (Additional file 2). WAKs are transmembrane proteins containing a cytoplasmic Ser/Thr kinase domain and an extracellular domain in contact with components of the plant cell walls [35]. WAKs play important roles in cell expansion, pathogen resistance, and heavy-metal stress tolerance [36,37]. These protein kinases may associate changes in the cell wall structure after insect attack with downstream responses. 

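Of 10 UniTags in the paper's list of differentially expressed UniTags matched to cell wall proteins and enzymes, 7 were called up-regulated. Of these, 5 were also called with the inclusive tail. Tag-10504 (beta-glucan-binding protein) rose from 3 copies to 15, a ratio of 8.86 with a 95% interval of 2.51 to 47.8 (exact Audic-Claverie test, p = 4.81e-05). Tag-3483 (xyloglucan endotransglycosylase) rose from 21 copies to 34 (FC 2.87, 1.62 to 5.20) and Tag-4220 (UDP-GlcUA 4-epimerase) from 8 to 13, while Tag-7969 (xylose isomerase) had 0 copies in W and 5 in F. Tag-3120 (cellulose synthase) rose from 2 copies to 7, but it holds CTGCTG, and among copies read second in the ditag its ratio was 0.882 (0.0149 to 16.9). Tag-9707 (arabinogalactan protein), with 1 copy in W and 5 in F, and Tag-12659 (alpha-expansin), with 0 and 3, were called only with the tail used in the study. Tag-9785 (cell wall peroxidase; 1 and 4 copies), Tag-10380 (arabinogalactan protein; 1 and 3) and Tag-274 (raffinose synthase; 1 and 3) were not called.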

Indirect evidence for rapid changes in cell wall structure and metabolism comes from the substantial number of genes associated with these processes that were up-regulated after 18:3-Glu elicitation (including an arabinogalactan protein (9-fold), beta-glucan-binding protein (9-fold), cellulose synthase (6-fold), α-expansin (2.5-fold), cell wall peroxidase (7-fold), raffinose synthase (7-fold), xyloglucan endotransglycosylases (3-fold), UDP-GlcUA 4-epimerase (3-fold) and xylose isomerase (4-fold; Additional file 2). Changes in the cell wall structure trigger JA- and ET-mediated defense responses in Arabidopsis as evidenced by the *cev1 *mutant, carrying a genetic lesion in a cellulose synthase gene [38]. Thus, changes in cell wall structure or homeostasis after mechanical damage and FAC elicitation might influence defensive signaling in a manner analogous to the *cev1 *mutant of Arabidopsis.

GSK3/SHAGGY-like kinase is a highly conserved Ser/Thr kinase involved in several signaling pathways. The Arabidopsis BRASSINOSTEROID-INSENSITIVE 2 (BIN2) gene encodes a GSK3/SHAGGY-like kinase and was identified as a negative regulator of brassinosteroid (BR) signaling [39]. Changes in the expression of transcripts for this kinase together with BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase 1 (BAK1) suggested that BR play a role in the regulation of *M. sexta-N. attenuata *interaction. BR induces resistance against TMV, *P. syringae *and *Oidium *spp in tobacco plants [40]. Evidence for cytokinins also playing a role in this interaction came from the strong up-regulation of the *CYTOKONIN-REGULATED KINASE 1 *gene (*CRK1*) [41].

UniTags corresponding to PP2A and C were up-regulated while one UniTag corresponding to a PP2C isoform was down-regulated (Additional file 2). These regulators are known to play a central role in the control of defense-associated mechanisms. For example, the Arabidopsis AP2C1 (a PP2C) inactivates MPK4 and MPK6 and the mutant *ap2c1 *produces higher amounts of JA after wounding and is more resistant to phytophagous mites than WT. In contrast, plants with increased AP2C1 activity produced less ET and had compromised immunity against necrotrophic pathogens [42].

Among components associated to signal transduction processes, genes encoding for "Avr9-Cf9 rapidly elicited proteins" were the most predominant. The GO molecular function associated with these proteins was either protein kinase or receptor activity (Additional file 2) and some may correspond to R (resistance) genes in *N. attenuata*. The Avr9-Cf9 elicitor-receptor system is involved in the race-specific resistance of tomato (*S. lycopersicum*) against *Cladosporium fulvum *[43]. Interestingly, similar to wounding and OS elicitation, the Cf9 receptor induces the activation of WIPK and SIPK upon Avr9 binding and it has been proposed that these protein kinases are hubs in the integration of signals for diverse elicitors [44]. Thus, "Avr9/Cf9 rapidly elicited proteins" may be either important components in defense responses against insects or they may reflect redundancy (via activation of WIPK and SIPK and downstream gene expression) in the signal transduction pathway activated by wounding and FACs. An additional regulator that shows high homology to protein kinase receptors and R genes is the putative Hs1^pro-1^-like receptor (Additional file 2). The Hs1^pro-1 ^gene confers resistance to the beet cyst nematode *Heterodera schachtii *in sugar beet (*Beta vulgaris *L.) [45]. The transcript of Hs1^pro-1 ^is present at low levels in uninfected roots and it is induced specifically after nematode infection independently of SA, JA, ABA or wounding [46]. Its induction by 18:3-Glu in leaves on *N. attenuata *suggested that this gene may play a role in some plant responses against lepidopteran larvae in aboveground tissue. Up-regulation of UniTags corresponding to SGT1, a component of the Skp1-Cullin-F-box protein (SCF) ubiquitin ligases previously linked to early plant defenses responses conferred by R genes [47], also suggested that signaling pathways connected to R genes may be induced by insect elicitors in *N. attenuata*.

### Early changes in gene expression after 18:3-Glu elicitation reflect a rapid reprogramming of leaf metabolism

As a validation of the SuperSAGE approach, several UniTags identified as differentially regulated by 18:3-Glu elicitation corresponded to transcripts previously identified as differentially regulated by *M. sexta *larval feeding or OS/FAC elicitation [3,6,26]. Most of these genes corresponded to proteins involved in primary metabolism (Additional file 4). 

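Of the 19 UniTags in this list, 15 were called up- and 2 down-regulated from the counted tags, and 11 of the 19 were called with the inclusive tail. The down-regulated UniTags were Tag-1320, which fell from 9 copies to 0 (upper limit of the FC interval 0.898; exact Audic-Claverie test, p = 0.0224), and Tag-9802, which fell from 31 to 6. Tag-884 and Tag-256, each with 1 copy in W and 4 in F, were not called. The list had at most 31 copies of a UniTag in W and 48 in F, and 6 of its UniTags had 0 copies in W. Tag-7747 rose from 2 copies to 10 and holds CTGCTG, with a ratio of 6.17 (95% interval 1.18 to 60.9) among copies read second in the ditag. Tag-1439, which also holds CTGCTG, rose from 2 copies to 18, but most of its F copies were read first, and the interval of its ratio among copies read second includes 1.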

Changes in the expression of these genes supported the idea of a shift in primary metabolism to supply energy, C skeletons and reducing power for the synthesis of defensive compounds and to induce tolerance mechanisms [5]. Most of the putative regulatory factors identified in the present study were not identified in previous studies except for a WRKY transcription factor [26].

Changes occurring at the level of metabolism were among the most prevalent comprising more than 60 annotated UniTags. 

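Of 12 UniTags in the paper's list of differentially expressed UniTags matched to ribosomal proteins, 10 were called up-regulated. The highest ratio belonged to Tag-7999, which rose from 1 copy to 6 (10.6, 95% interval 1.29 to 489, exact Audic-Claverie test, p = 0.00888). Tag-4910 (1 and 4 copies; it holds CTGCTG, and all of its copies were read first) was not called. Tag-4517 fell from 7 copies to 0 and was not called either (exact Audic-Claverie test, p = 0.0550). With the inclusive tail, 5 of the 12 were called: Tag-7999, Tag-11805 (2 and 7 copies), Tag-1160 (7 and 14), Tag-4498 (7 and 12) and Tag-7590 (8 and 13), but not Tag-9185 (2 and 6) or Tag-2747, Tag-6643, Tag-7864 and Tag-8108 (0 and 3 each). Tag-7864 holds an unread base (N) and drops out of the calls when tags holding N are left out. Of 4 UniTags for translation initiation factors, Tag-1642 and Tag-2467, both with 0 copies in W and 4 in F, and Tag-5884, with 1 and 5, were called up-regulated, while Tag-9802 was called down-regulated with 31 and 6 copies (2.92-fold lower, FC interval 0.117 to 0.835; exact Audic-Claverie test, p = 0.0101). For tRNA synthases, Tag-5680 had 0 copies in W and 3 in F and was called, and Tag-2808 had 1 and 3 and was not. Among the enzymes of amino acid biosynthesis, Tag-11988 (2-isopropylmalate synthase; 0 and 5 copies) and Tag-351 (threonine deaminase; 0 and 3) were called, and Tag-6640 (tryptophan synthase; 4 and 7) and Tag-1126 (prephenate dehydratase; 5 and 7) were not.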

The up-regulation of twelve UniTags corresponding to transcripts for ribosomal structural proteins, four to translation initiation factors, two to tRNA synthases and several corresponding to amino acid biosynthesis (including tryptophan synthase, threonine deaminase, prephenate dehydrataseand 2-isopropylmalate synthase (Additional files 2 and 5) suggested that, within 30 min, 18:3-Glu elicitation stimulated an increased capacity for protein biosynthesis. Additionally, several annotated UniTags corresponding to genes involved in the generation of energy and C skeletons (e.g., subunits of ATP synthases, glyceraldehyde-3-phosphate-dehydrogenase, aldose-1-epimerase, fructose-bisphosphate aldolase, phosphofructokinase, sucrose synthase) and in the generation and metabolism of reducing power (e.g., NADP-dependent malic enzyme, Fed-NAD(P)^+ ^reductase, NAD kinase, nicotinamidase) showed strong up-regulations (Additional file 2). 

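Of 11 UniTags for these functions in the paper's list of differentially expressed UniTags, 6 were called up-regulated. All 11 had FC values above 1, which follows largely from that choice, as the paper lists them as up-regulated from the same libraries. Fed-NADP(+) reductase (Tag-7152) is not among the 11 and is given below with the photosynthetic proteins. Tag-4414 (NADP-dependent malic enzyme) rose from 2 copies to 8, a ratio of 7.09 with a 95% interval of 1.41 to 68.5 (exact Audic-Claverie test, p = 0.00533), and Tag-7059 (fructose-bisphosphate aldolase) from 3 to 8; these were also called with the inclusive tail. Glyceraldehyde-3-phosphate-dehydrogenase (Tag-8025), phosphofructokinase (Tag-5066), sucrose synthase (Tag-12725) and nicotinamidase (Tag-4715) were called from 0 copies in W and 3 in F each. Tag-5257 and Tag-6143 (ATP synthase subunits), Tag-884 (glyceraldehyde-3-phosphate-dehydrogenase), Tag-8683 (aldose-1-epimerase) and Tag-3091 (NAD kinase), with 1 copy in W and 3 or 4 in F, were not called. From the up-regulation of UniTags for ribosomal proteins, initiation factors, tRNA synthases and amino acid biosynthesis, the paper proposes that elicitation increased the capacity for protein biosynthesis.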

NAD-dependent malic enzymes (MEs) catalyze the oxidative decarboxylation of malate to produce pyruvate, CO_2_, and NADH in mitochondria [48] while NADP-dependent plastidic and cytosolic isoforms provide C skeletons and reducing power for defense responses, lignin biosynthesis and reactive oxygen species formation [49,50]. Changes in the expression of these genes are probably necessary to meet large requirements for NADPH to supply anabolic processes.

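Of 7 UniTags in the paper's list of differentially expressed UniTags matched to photosynthetic proteins, 4 were called up-regulated, and none of them with the inclusive tail. Tag-11356 (PSI-H precursor) rose from 8 copies to 12 (FC 2.66, 95% interval 0.999 to 7.50; exact Audic-Claverie test, p = 0.0292), and Tag-7152 (Fed-NADP(+) reductase) from 5 to 9 (3.19, 0.960 to 12.1). Of the chlorophyll a/b-binding UniTags, Tag-7731 rose from 2 copies to 6 and Tag-7920 had 0 in W and 3 in F; Tag-7920 holds CTGCTG, and its 3 copies were read second in the ditag. Tag-10406 (oxygen-evolving protein) and Tag-5228 (RuBisCO activase), with 1 and 4 copies, and Tag-635 (RuBisCO large subunit), with 3 and 4, were not called.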

Interestingly, several UniTags corresponding to low abundant mRNAs for isoforms of photosynthetic proteins were found up-regulated between ~3 and 7-fold, including an oxygen-evolving protein, ribulose bisphosphate carboxylase activase, ribulose-1,5-bisphosphate carboxylase/oxygenase (RuBisCO) large subunit, chlorophyll a/b-binding protein, ferredoxin (Fed)-NADP(+) reductase and a PSI-H precursor (Additional files 2 and 5). In contrast to the up-regulation of these low abundant UniTags, high abundant UniTags corresponding to similar genes did not change significantly within 30 min after 18:3-Glu elicitation (e.g., Tags-4671, -3383, -1319 and -1133: photosystem II subunits; Tag-10791: light-harvesting chlorophyll a/b binding protein; Tags-11115, -11779, and -10899: RuBisCO subunits; Additional file 1). 

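Of the listed abundant UniTags, only Tag-1133 lies in the part of Additional file 1 that was used here. It had 1318 copies in W and 652 in F, an FC of 0.877 with a 95% interval of 0.797 to 0.964. The exact Audic-Claverie test gave p = 0.00423, and the FC lies far from the threshold of 0.4, so that it was not called. No library replicate shows whether a difference of this size exceeds the variation between plants.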

Why these low abundant isoforms of photosynthetic genes are up-regulated after elicitation is unknown. One possibility is that they play some specific roles during defense responses. In previous studies, it has been observed that after lepidopteran larvae feeding or OS/FAC elicitation transcripts encoding for photosynthetic enzymes (e.g., PSII, RuBisCO, RuBisCO activase) in attacked *N. attenuata *leaves tend to be down-regulated, with the lowest expression after several hours [6]. Long-term reductions in the synthesis of these proteins have been proposed as a mechanism that attacked plants use to reinvest resources into other processes such as the synthesis of secondary defense pathways or tolerance [5]. Within 30 min of FAC elicitation there were no significant reductions in the copy number of high abundance UniTags corresponding to mRNAs for photosynthetic proteins, suggesting that repressive mechanisms of major leaf isoforms act later during the FAC-induced response.

### Identification of two mediators of *M. sexta*-*N. attenuata *interaction

The analysis of six candidate genes by VIGS identified two putative regulatory components of resistance mechanisms against lepidopteran larval feeding. Caterpillars that fed for two weeks on plants silenced in the expression of a putative lipid phosphate phosphatase (LLP) and a protein of unknown function (UnkA) gained ~2-fold and ~1.3-fold more mass, respectively, than larvae grown on EV control plants (Figure 4). Gain of mass by the larvae can be achieved by increased foliar consumption by stimulatory mechanisms, increased efficiency of food intake by increased food quality, or a combination both [51]. By which mechanism *M. sexta *larvae grew larger on these plants is at present unknown and the subject of future investigations using stable transformed plants silenced in the expression of LPP and UnkA by RNA interference (RNAi). LPPs are signal transduction components that utilize a variety of lipid phosphate substrates including phosphatidic acid (PA), diacylglycerol pyrophosphate (DGPP), lyso-PA, ceramide 1-phosphate, and sphingosine 1-phosphate and it has been proposed that their function is to attenuate the signaling functions of these molecules [52,53].

Both LPP- and UnkA-silenced plants accumulated similar levels of JA and JA-Ile after wounding and FAC elicitation (Figure 5b), indicating that the effects of LLP and UnkA on *M. sexta *caterpillar performance was not the result of impaired JA biosynthesis. Together, these results suggested that mechanisms acting independently of JA biosynthesis must be affected in these plants to confer reduced resistance to *M. sexta *larval performance.

## Conclusions

The analysis of FAC-elicited *N. attenuata *plants by combined SuperSAGE and NGS enabled the identification of multiple factors with potential regulatory activity during the *M. sexta-N. attenuata *interaction. Together with the use of VIGS to analyze candidate gene function we provided experimental evidence for the participation of two of these potential regulators in this interaction. The further characterization of genetically stable LLP- and UnkA-silenced plants in addition to the identification and characterization of novel regulators based on the SuperSAGE data will shed light on mechanisms used by plants to control a large reorganization of their metabolism and physiology to adjust defense and tolerance mechanisms with growth and reproduction.

## Methods

### Plant growth and treatments

Seeds of the 30^th ^generation of an inbred line of *N. attenuata *plants were used as the wild-type genotype (WT) in all experiments. Plants were grown in the glasshouse at 26-30°C under 16 h of light. The second fully expanded leaf of rosette stage plants [54] were wounded by rolling a fabric pattern wheel three times on each side of the midvein and the wounds were immediately supplied with either 20 μL of 0.01% (v/v) Tween-20/water (solvent control) or 10 μL of synthetic *N*-linolenoyl-glutamic acid (18:3-Glu; 0.03 nmol/μL in 0.01% (v/v) Tween-20/water). Tissue was collected after 30 min of the treatments and frozen in liquid nitrogen for subsequent SuperSAGE analysis. For RT-qPCR experiments, leaf samples were harvested at different time points and frozen in liquid nitrogen for subsequent RNA extraction. For VIGS experiments, plants were grown in climate chambers under 20°C, 16 h light (1000 μmol m^-2^s^-1^) and 65% humidity. Wounding and FAC elicitation was performed as described above. Larvae of *M. sexta *were hatched overnight at 28°C and one neonate was placed on each VIGS-silenced plant (*n *= 32). The larval mass was measured using a microbalance after 4, 7, 11 and 15 days of the start of the experiment.

### RNA isolation and construction of SuperSAGE libraries

Total RNA was extracted by the phenol/chloroform-LiCl method as previously described [55] and the samples were cleaned using the Plant RNA Extraction Kit (Qiagen, Hilden, Germany) following commercial instructions. poly(A)-RNA was purified from total RNA with the Oligotex mRNA mini Kit (Qiagen) according to commercial instructions. Subsequent steps for the construction of the SuperSAGE libraries and 454 sequencing were performed as previously described [21,22]. To avoid methodological artifacts and to assure the detection of true transcript variants in the libraries, double *Nla*III digestions were performed during library generation [22].

For each library, 26 bp long tags were extracted from the sequences using the GXP-Tag sorter software provided by GenXPro GmbH (Frankfurt am Main, Germany). Library comparisons were carried out using the DiscoverySpace 4.01 software [Canada's Michael Smith Genome Sciences Centre, available at http://www.bcgsc.ca/discoveryspace]. Statistical analysis of differentially expressed tags was calculated according to [25]. Briefly, the probability distribution represented by equation (2) in [25] was used considering N_1 _and N_2 _as the total number of Tags in libraries 1 and 2, respectively, and *x *as the number of copies of a given Tag in library 1 and *y *as the number of copies of the same Tag in library 2. For fold-change (FC) calculations the libraries were normalized to 100,000 tags (Additional file 1) and the FC for each tag was calculated by dividing the number of tags in the normalized FAC library (F) by the number of tags in the normalized wounded (W) library (F vs. W). Tags absent in one of the libraries (tag count = 0) were set to 1 for calculation.

### Sequence homology alignments

BLAST searches were carried out using the BLASTN algorithm with the 12,774 UniTag sequences against plant nucleotide databases in GenBank (Additional file 1), filtering by selecting the *Nicotiana *(taxid: 4085) and Viridiplantae (taxid:33090) taxa. Low complexity regions were rejected and gap costs were set to 5-2. The sequence annotation presented in Additional file 1 was restricted to hits that matched a minimum of 20 nt. UniTags that matched to < 20 nt were annotated as "no hit" in this Table. Multiple entries separated by "or" were included when the UniTag matched more than one hit with identical scores. UniTags that matched to the negative strand of the nucleotide sequence in the database carry the prefix "minus" in their respective gene identification (GI) column (Additional file 1). For protein and gene ontology (GO) annotations of differentially expressed UniTags (Additional file 2), their respective nucleotide sequences (Additional file 1) were used to perform BLASTX against the NCBI non-redundant protein database and hits with scores < 9.10^-4 ^were used for GO determination based on the UniProtKB/TrEMBL protein databases.

### Rapid amplification of cDNA ends (3'-RACE)

For cDNA synthesis, the 3'RACE System for Rapid Amplification of cDNA Ends (Invitrogen, Karlsruhe, Germany) was used following the manufacturer's instructions and using UniTag- and gene-specific primers (Additional file 5). The PCR products were cloned into the pGEM-T easy vector (Promega, Madison, WI) and sequenced using universal primers.

### Real time quantitative PCR

To analyze the mRNA levels corresponding to the 27 selected UniTags (Table 3), rosette stage *N.attenuata *WT plants were either wounded or FAC elicited as described above. Leaves were harvested at 0, 30, 60, 90, and 120 min after the treatments, total RNA extracted using the TRIzol^® ^reagent (Invitrogen) and DNase-I treated (Fermentas, St. Leon-Rot, Germany). Five μg of total RNA were reverse transcribed using oligo(dT)18 and SuperScript reverse transcriptase II (Invitrogen). Quantitative real-time PCR (qPCR) was performed with a Mx3005P Multiplex qPCR system (Stratagene, La Jolla, CA) and the qPCR Core kit for SYBR^® ^Green I (Eurogentec, Liege, Belgium). Relative quantification of mRNA levels was performed by the comparative ΔCt method using the eukaryotic elongation factor 1A (NaeEF1A) mRNA as an internal standard. The sequences of the primers used for qPCR are listed in Additional file 5. All the reactions were performed with three biological replicates.

### Virus induced gene silencing

Virus-induced gene silencing (VIGS) based on the tobacco rattle virus (TRV) was used to transiently silence the genes listed in Table 4 in *N. attenuata *as previously described [56]. The accession numbers corresponding to the sequences are listed under "Accession numbers" below. Fragments of ~300 bp were amplified by PCR with the specific primers listed in Additional file 5. PCR products were digested with BamH1 and Sal1 and inserted into plasmid pTV00 in antisense orientation. Plants transformed with the empty vector (EV) were used as control. Plants were analyzed after 15 days of leaf infiltration. Efficiency of gene silencing was evaluated by qPCR after 1 h of 18:3-Glu elicitation using the primers listed in Additional file 5.

### Phytohormone extraction and quantification

For analysis of JA and JA-Ile, 0.1 g of frozen leaf material was homogenized in FastPrep^® ^tubes containing 1 g of FastPrep^® ^matrix (Bio101, La Jolla, CA) and 1 mL ethylacetate spiked with 0.1 μg of [9,10-^2^H_2_]-dihydro-JA and [^13^C_6_]-JA-Ile. Homogenates were centrifuged for 10 min at 4°C, the organic phase collected and plant material re-extracted with 0.5 mL ethylacetate. Organic phases were combined and the samples evaporated to dryness. The dry residue was reconstituted in 0.2 mL of 70% (v/v) methanol/water for analysis on a LC-(ESI)-MS/MS system as previously described [57].

### Statistical analysis

Repeated-measurement and univariate ANOVA were calculated using SPSS v. 17.0.

### Accession numbers

The SuperSAGE data was deposited in the Gene Expression Omnibus (GEO) public domain under the accession [GenBank: GSE18595]. The accession numbers for ESTs corresponding to the extended Unitag sequences are Tag-129: [GenBank: GT184388]; Tag-837: [GenBank: GT184389]; Tag-895: [GenBank: GT184390]; Tag-995: [GenBank: GT184391]; Tag-1439: [GenBank: GT184392]; Tag-1844: [GenBank: GT184393]; Tag-2067: [GenBank: GT184394]; Tag-2452: [GenBank: GT184395]; Tag-2815: [GenBank: GT184396]; Tag-2978: [GenBank: GT184397]; Tag-2990: [GenBank: GT184398]; Tag-4898: [GenBank: GT184399]; Tag-5283: [GenBank: GT184400]; Tag-5869: [GenBank: GT184401]; Tag-6032: [GenBank: GT184402]; Tag-6199: [GenBank: GT184403]; Tag-6205: [GenBank: GT184404]; Tag-6642: [GenBank: GT184405]; Tag-6938: [GenBank: GT184406]; Tag-7036: [GenBank: GT184407]; Tag-7795: [GenBank: GT184408]; Tag-9719: [GenBank: GT184409]; Tag-10039: [GenBank: GT184410]; Tag-11166: [GenBank: GT184411]; Tag-11559: [GenBank: GT184412]; Tag-12314: [GenBank: GT184413].

## Authors' contributions

PG and GB carried out the experiments, analyzed the data and drafted the manuscript. RJ and BR carried out experiments and analyzed the data. SS analyzed the data. ITB participated in the design and coordination of the study and helped to draft the manuscript. GB conceived of the study, participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Complete list of UniTag sequences, copy numbers, and annotations to GenBank nucleotide databases. Click here for file

Additional file 2 Complete list of differentially expressed UniTags and GO categorization. Click here for file

Additional file 3 **Supplementary Figures.** Figure S1. Analysis of mRNA accumulation corresponding to 12 UniTags by qPCR. Figure S2. *M.sexta *larval performance on VIGS silenced plants. Click here for file

Additional file 4 List of differentially expressed UniTags previously identified by differential expression techniques. Click here for file

Additional file 5 **Supplementary Tables**. Table S1. Primers for elongation of cDNAs correspondig to UniTags. Table S2. Primers for qPCR. Table S3. Primers for VIGS analysis. Click here for file

# Supplementary material for: SuperSAGE analysis of the Nicotiana attenuata transcriptome after fatty acid-amino acid elicitation (FAC): identification of early mediators of insect responses
**Source:** BMC Plant Biol. 2010 Apr 14;10:66. doi: 10.1186/1471-2229-10-66
**Supplement:** Additional file 3 — Supplementary Figures. Figure S1. Analysis of mRNA accumulation corresponding to 12 UniTags by qPCR. Figure S2. M.sexta larval performance on VIGS silenced plants.

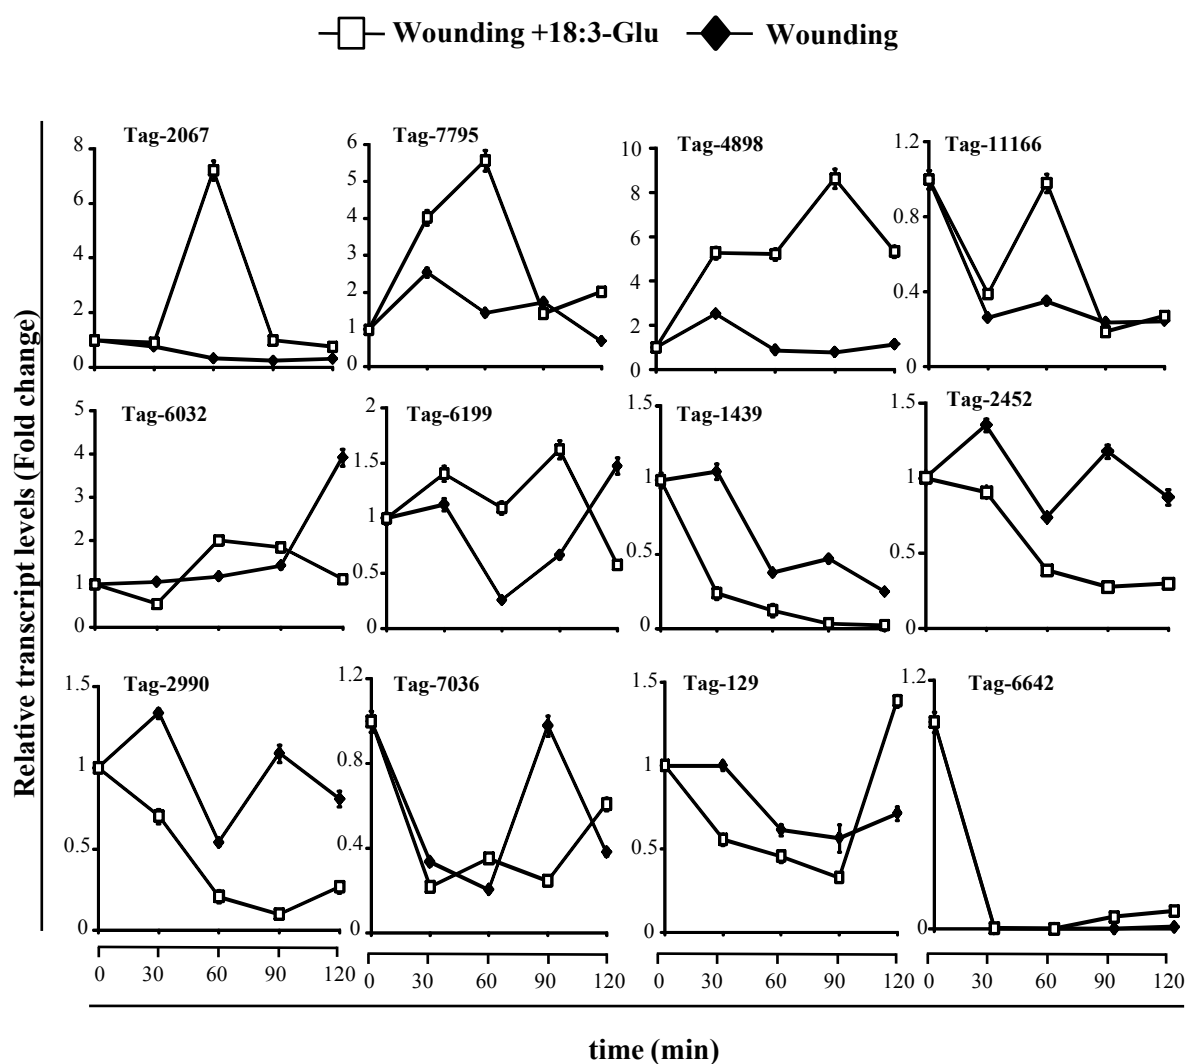

**Figure S1. Analysis of mRNA accumulation corresponding to selected UniTags by qPCR.**

Kinetics of induction of mRNAs for 12 UniTags analyzed by qPCR after wounding and 18:3-Glu elicitation. Relative mRNA quantification was performed using the eEF1A as a reference gene for normalization and the data is expressed as fold-change relative to time 0 (unelicited leaves). Values at this time point were set arbitrary to 1. Transcripts levels were analyzed in three biological replicates ( $n=3$ ).

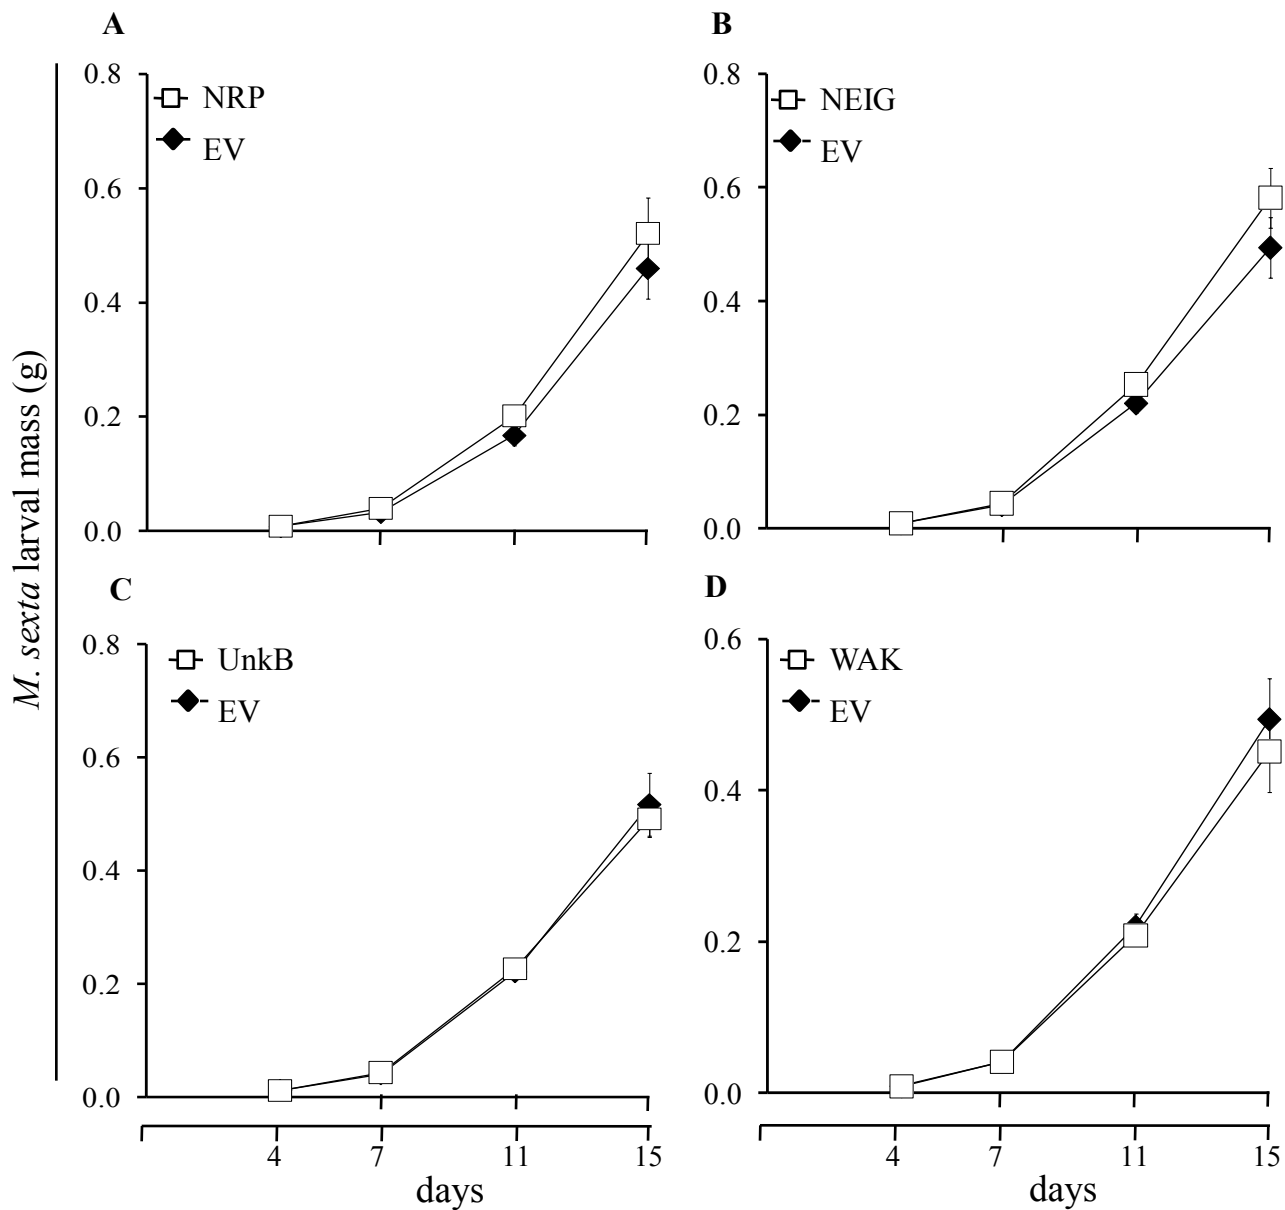

**Figure S2. *M. sexta* larval performance on VIGS silenced plants.**

*N. attenuata* plants were silenced in the expression of (A) NRP, (B) NEIG, (C) UnkB and (D) WAK by VIGS. Plants transformed with the empty vector (EV) were used as controls. Results are presented as the mean ( $\pm$  SE) of *M. sexta* larval mass after 4, 7, 11 and 15 days of feeding on EV and silenced plants ( $n=32$  for each genotype). Statistical analysis was performed by repeated-measurement ANOVA and no significant differences were observed.

# Supplementary material for: SuperSAGE analysis of the Nicotiana attenuata transcriptome after fatty acid-amino acid elicitation (FAC): identification of early mediators of insect responses
**Source:** BMC Plant Biol. 2010 Apr 14;10:66. doi: 10.1186/1471-2229-10-66
**Supplement:** Additional file 4 — List of differentially expressed UniTags previously identified by differential expression techniques.

**Table S1. Primers used for elongation of cDNAs correspondig to UniTags.**

| Nested primers for 3'RACE |                         | Specific primers |                            |
|---------------------------|-------------------------|------------------|----------------------------|
| Tag 837_A                 | CATGAATCATCCAATATGGTATG | Tag 129_Fw       | TCTTAGCGTTCCATCCTCAAGA     |
| Tag 837_B                 | GAATCATCCAATATGGTATGGGC | Tag 129_Rev      | ACATGGTTGCTAGTGGTCAAG      |
| Tag 895_A                 | CATGAATGACACTAATGAATTCG | Tag 995_Fw       | TTGGCTTGTTTCTTGAATTCATG    |
| Tag 895_B                 | GAATGACACTAATGAATTCGTCG | Tag 995_Rv       | CAATTCTCAAATGGACTGATTCA    |
| Tag 1439_A                | CATGACTGCTGTCAGACGAACTG | Tag 1844_Fw      | GAACATGATAAGAAGAATTTGATGA  |
| Tag 1439_B                | GACTGCTGTCAGACGAACTGCAC | Tag 1844_Rv      | GAAGACGCTCATATATATGGTAC    |
| Tag 2452_A                | CATGATGAATACGAGCAGCTTCG | Tag 2067_Fw      | GCAGTCAAGTAGGTCTACTAC      |
| Tag 2452_B                | GATGAATACGAGCAGCTTCGGGT | Tag 2067_Rv      | CATGAGTTGGTGGATTCAAATC     |
| Tag 2978_A                | CATGATTTTTTTCCTTCTGCTG  | Tag 2815_Fw      | CAAGTTGCTCTTGGGGAGATCA     |
| Tag 2978_B                | GATTTTTTTCCTTCTGCTGTAT  | Tag 2815_Rv      | CAGCTCCACTGCTTTGCAACTC     |
| Tag 2990_A                | CATGCAAAACGTACACCGAGAAA | Tag 5283_Fw      | CATTCGATAACCCAGATTTTTC     |
| Tag 2990_B                | GCAAAACGTACACCGAGAAAGAA | Tag 5283_Rv      | TGCTTGAATTCACTCGCAGC       |
| Tag 4898_A                | CATGCTGCTGGGACTCTCGTA   | Tag 5869_Fw      | GCTGAGAAATGTAATGACTTCTG    |
| Tag 4898_B                | TGCTGGGACTCTCGTATACAG   | Tag 5869_Rv      | AAAACCTTAAGTGCAGAACTCTCC   |
| Tag 6199_A                | CATGGATCGGCAAACAAAGAGAT | Tag 6032_Fw      | CATGGAGGTCTTTCTCGTTATC     |
| Tag 6199_B                | GGATCGGCAAACAAAGAGATTAT | Tag 6032_Rv      | GAACGCAAAGGTTTAAACGTATA    |
| Tag 6642_A                | CATGGCCAAGAGTACGTTCTC   | Tag 6205_Fw      | CTGATCCTAGACCGTATGCG       |
| Tag 6642_B                | CCAAGAGTACGTTCTCAAAGG   | Tag 6205_Rv      | AAGCATTTTTGACGCGTAGATCC    |
| Tag 11166_A               | CATGTGTCAAGCTGGAAAAC    | Tag 6938_Fw      | TCATGGCTCGGATTTGCATCTC     |
| Tag 11166_B               | GTCAAGCTGGAAAAC         | Tag 6938_Rv      | GATCAATCGAGGTGGAGAACTC     |
| Tag 12314_A               | CATGTTTAGAGCAATGAGTACAC | Tag 7036_Fw      | TGAAACTCGTGCTGAGATCGT      |
| Tag 12314_B               | GTTTAGAGCAATGAGTACACGAA | Tag 7036_Rv      | ATCCAGGTAAGTTGTCAGCAG      |
|                           |                         | Tag 7795_Fw      | CATGGGTTATTCAGTGCTGT       |
|                           |                         | Tag 7795_Rv      | AGCATAGACCAAAGCACCATTG     |
|                           |                         | Tag 9434_Fw      | AGTGTGATGATAATTCAACTGCAGC  |
|                           |                         | Tag 9434_Rv      | AGTTGAGAAAGAATTCATCAGGTCAC |
|                           |                         | Tag 9719_Fw      | TGATGTCTATTTTCAGTTCCTTTG   |
|                           |                         | Tag 9719_Rv      | TTCCTGAATTTACAGCAGAATAC    |
|                           |                         | Tag 10039_Fw     | CTTGGGTTTCTATCATTGTATTTG   |
|                           |                         | Tag 10039-Rv     | CCGTTAGTATGGTGGACATG       |
|                           |                         | Tag 11559_Fw     | GCTAATACTAGCTGTGGTAGAT     |
|                           |                         | Tag 11559_Rv     | CATGCATGTTATCAGTAACTAA     |

**Table S2. Primers for qRT-PCR.**

|              |                             |               |                             |
|--------------|-----------------------------|---------------|-----------------------------|
| Tag 129_qFw  | TAGCCATTAGCATGGAGGATTCAAC   | Tag 6032_qFw  | CATGGAGGTCTTTCTCGTTATCTGA   |
| Tag 129_qRv  | TCTTGTCCTCATGTATCAATGCTCCA  | Tag 6032_qRv  | TTACAATGACAGAGAGCCAGACTCA   |
| Tag 837_qFw  | GAATCATCCAATATGGTATGGGCAA   | Tag 6199_qFw  | AGGAACGGACTGCACAAGATCATT    |
| Tag 837_qRv  | TGATGACGAGAGCCATCAGCCCTT    | Tag 6199_qRv  | TGGATCGGCAAACAAAGAGATTATTC  |
| Tag 895_qFw  | TGAATTCGTCGTAAAGCCTTCGAGT   | Tag 6205_qFw  | CTGATCCTAGACCGTATGCGAACA    |
| Tag 895_qRv  | CTGTTAGTCGTCGATCGAATTCGGAT  | Tag 6205_qRv  | GCTGACAACCGTCGTCTCATCAGA    |
| Tag 995_qFw  | GGCTTGTTTCTTGAATTCATGTTTCT  | Tag 6642_qFw  | CCAAGAGTACGTTCTCAAAGGATCA   |
| Tag 995_qRv  | CAAGTCAGAGTTAGTGCAGAGAATG   | Tag 6642_qRv  | TTGTCTCTGCTCAGCAGCTCCGT     |
| Tag 1439_qFw | ACTGCTGTCAGACGAACTGCACAGTT  | Tag 6938_qFw  | CAATCGAGGTGGAGAACTCAAAACG   |
| Tag 1439_qRv | TTCTCTCCTGCTTAATGGCTTTTGT   | Tag 6938_qRv  | AGGCTGAGCCGACCAGTGAGAATC    |
| Tag 1844_qFw | GTCATTACATGGTCATCCTAAGAAG   | Tag 7036_qRv  | GCAAAAGTCTCAGAATCGATGGTCT   |
| Tag 1844_qRv | CGTACACAACCAGAGTGATACATAA   | Tag 7036_qFw  | GAAACTCGTGCTGAGATCGTTGAAC   |
| Tag 2067_qFw | AGTCAAGTAGGTCTACTACTCTATG   | Tag 7795_qFw  | AGCATAGACCAAAGCACCATTGTCC   |
| Tag 2067_qRv | GAGCACCTGCTATGTTGGTTGCCA    | Tag 7795_qRv  | TTGCACTATGCAGCCTATTATGGTC   |
| Tag 2452_qFw | GATGAATACGAGCAGCTTCGGGTAA   | Tag 9719_qFw  | CTTGATCAGATCACAAGACTGGTG    |
| Tag 2452_qRv | TCGATCCAATGTCATGTGCATTGAG   | Tag 9719_qRv  | TAGGGAATGATAGTCTCGAAACAGT   |
| Tag 2815_qFw | AGCTCCACTGCTTTGCAACTCAATC   | Tag 10039_qFw | CACGTGTGGATGACTACTGGCATC    |
| Tag 2815_qRv | TCTGATTCTTTGCTTGAGGCTCAGT   | Tag 10039_qRv | CGTTAGTATGGTGGACATGTTGT     |
| Tag 2978_qFw | TTCTGCTGTATAAGTTTAATTGTCCA  | Tag 11166_qFw | GTCAAGCTGGAAAACCTGCCAGTG    |
| Tag 2978_qRv | ACAAGTTATATCCGTAAATACCACCA  | Tag 11166_qRv | CATTTTTCATTTCGGTCTCATAGGAC  |
| Tag 2990_qFw | CGTACACCGAGAAAGAAGGCCTCA    | Tag 11559_qFw | GTCCTTGTTGAGCTGATATCATCAC   |
| Tag 2990_qRv | AGTTTCTGTTGCCAGATGCCAAGAG   | Tag 11559_qRv | AGCTAGCTCTGCAACTGAAGTAGTC   |
| Tag 4898_qFw | ATCTGCATCGTCGAGTAGTAGACAC   | Tag 12314_qFw | CCAATCTTGGGTAAGCCAAAGTTGA   |
| Tag 4898_qRv | CGCTCTACAATTATCACAAATCACTC  | Tag 12314_qRv | ACTGAGTAGTCGCTCGGAAATTCTC   |
| Tag 5283_qFw | TCATGAACACAAGCTAATGCACTTG   | Tag 9434_qFw  | AGTGTGATGATAATTCAACTGCAGC   |
| Tag 5283_qRv | GTTTCAGTCCTTGAAATACAGTAGACT | Tag 9434_qRv  | AGTTGAGAAAGAATTTCATCAGGTCAC |
| Tag 5869_qFw | GCTTGATCTGAGTTAACATACACCT   |               |                             |
| Tag 5869_qRv | TGCTGAGAAATGTAATGACTTCTGAG  |               |                             |

**Table S3. Primers used for VIGS.**

---

 Primers used for construction of VIGS vectors.
 

---

|         |                                    |
|---------|------------------------------------|
| EIG_Fw  | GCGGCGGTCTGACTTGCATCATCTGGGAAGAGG  |
| EIG_Rv  | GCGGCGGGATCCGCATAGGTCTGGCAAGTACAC  |
| LPP_Fw  | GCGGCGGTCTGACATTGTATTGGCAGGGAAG    |
| LPP_Rv  | GCGGCGGGATCCGTTAGTATGGTGGACATG     |
| NRP_Fw  | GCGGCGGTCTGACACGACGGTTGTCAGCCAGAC  |
| NRP_Rv  | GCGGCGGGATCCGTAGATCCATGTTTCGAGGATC |
| UNKA_Fw | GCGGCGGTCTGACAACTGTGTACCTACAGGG    |
| UNKA_Rv | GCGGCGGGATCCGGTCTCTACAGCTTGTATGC   |
| UNKB_Fw | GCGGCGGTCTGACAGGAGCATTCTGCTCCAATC  |
| UNKB_Rv | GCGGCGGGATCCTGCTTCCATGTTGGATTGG    |
| WAK_Fw  | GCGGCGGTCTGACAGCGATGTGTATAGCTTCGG  |
| WAK_Rv  | GCGGCGGGATCCTCTGGTTTCAAACTCGCC     |

---

 Primers used to evaluate gene silencing efficiency in VIGS-silenced plants
 

---

|          |                             |
|----------|-----------------------------|
| EIG_qFw  | TGCCAACAAATGTTTGTGATTCTC    |
| EIG_qRv  | GTGTGGGTTGCTCCTCTGCTTC      |
| LPP_qFw  | CTTGGGTTTCTATCATTTGTATTGGCA |
| LPP_qRv  | TGATGCCAGTAGTCATCCACACGTG   |
| NRP_qFw  | CTGATCCTAGACCGTATGCGAACA    |
| NRP_qRv  | ACACCTCCTCATTTTCGCATTCAATG  |
| UnkA_qFw | TATGGTATGGGCAAGTAGAGATGAC   |
| UnkA_qRv | CCTTAGTATTTCATTCATCATTACCAC |
| UnkB_qFw | AAGGAAGAGGAGCATTCTGCTCC     |
| UnkB_qRv | CACCGCAGAATCAAAATCACTTTAC   |
| WAK_qFw  | CATGCATGTTTCAGTTAACTAATA    |
| WAK_qRv  | TGACATTAATCTCTTCTTTCTCTG    |

How the deposited data were processed for this re-analysis (not part of the article)

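The data are SuperSAGE ditags of leaves of *N. attenuata* harvested 30 min after treatment, from 1 wounding (W) and 1 FAC-elicited (F) library. According to the paper's Methods, the W wounds received 20 μL of solvent and the F wounds 10 μL of 18:3-Glu at 0.03 nmol per μL. There are no replicate libraries, and the pooling of plants is not stated in the text used here. The authors had sorted the pyrosequencing reads by library and trimmed each one to its ditag, from CATG to CATG. The records held no counts, and reads of any ditag length, reads with incomplete linkers and identical ditags were still among them. Each record gives its full read length and its plate region.

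Tags were extracted with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3). The length trimmed off by the authors, which is the read length less the ditag length, had to equal its most frequent value, 59 nt; 192245 W reads and 116010 F reads met this. Ditags had to be at least 52 nt long, so that the 2 tags of 26 nt do not overlap, which left 177678 and 105320 reads. Identical ditag sequences were counted once per library, which removed 68471 and 43401 reads. The tag at the second end was read from the reverse complement. This left 218414 W tags and 123838 F tags. A count of 0 allows up to 14.5 copies per 1000000 UniTag copies in W and 25.7 in F, taken as 3 counts.

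The paper names the steps of extraction without giving all of their settings. The rule was therefore worked out after the data had been examined. In all, 345 settings of ditag length, untrimmed length, treatment of identical ditags and removal of ditags found in the other library (329 of them different) were scored against the copy numbers of 1631 tags in Additional files 1 and 2. Least-squares fits of the copy numbers by ditag length were tried as well. The chosen rule gave the most exact matches, 1147, and ranked 3 by summed absolute error, 1452 copies against the lowest, 1383, which a minimum ditag length of 48 nt gave. Over all of the settings, the W library held 145022 to 450510 tags and the F library 82424 to 295922, with 10444 to 23793 UniTags, 268 to 890 up-regulated and 69 to 300 down-regulated. Since the rule was chosen by its closeness to the study's copy numbers, closeness of totals or calls to the study is not independent evidence.

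UniTags are tags with at least 2 copies in both libraries together, and singletons have 1. Abundance classes are bounded at 100, 1000 and 5000 copies per 1000000 UniTag copies. FC is the ratio of copies per 100000 UniTag copies, F over W, with a normalized 0 set to 1. The exact Audic-Claverie test (scipy 1.17.1) used the totals of all tags and doubled the smaller of the tails, the upper of which leaves out the observed count, since this form gives the P-values of Additional file 1. A UniTag was called with p at or under 0.050 and FC at or above 2.5, or at or under 0.40, each read to 2 significant digits. No correction for multiple tests was made in the study; the Benjamini-Hochberg adjustment was run as an alternative. Intervals of single counts are exact Poisson, those of ratios and shares exact Clopper-Pearson, all at 95%, and they cover counting error only. Because reads carry no molecular identifiers, identical ditags cannot be told from independent molecules that joined alike.

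Calls from counting noise alone were measured by drawing the pooled copies of every UniTag into 2 libraries of the real sizes, 100 times. UniTags with an internal EcoP15I site (CAGCAG or CTGCTG) were compared with 10000 lists of other UniTags matched on copies. A Fisher's exact test of called against not called UniTags had also been named for them before the data were examined; its p is not printed, because tags of 1 library are not replicates. Copies read as the first and as the second tag of a ditag were counted apart. Called UniTags that lie 1 substitution, insertion or deletion from a tag with at least 10 times their copies were counted, and merged in an alternative.

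UniTags are named as in the tables of the paper, joined by sequence. The text names every UniTag of Table 3 and every UniTag whose number or gene the Results or Discussion names, where Additional file 1 or 2 gives the sequence, the 3 with the most copies, the 5 called with the largest and the 5 with the smallest FC, and UniTags that a technical check singled out, which were chosen after their values were seen. The values of the paper's tables were known when this rule was written. No tag was placed on a genome, because the reference used here holds gene names without sequences. Of Additional file 1, 1140 UniTags were used, and Additional file 2 was used in full.

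The alternatives set before the data were examined were identical ditags kept, ditags compared in both orientations, any linker, tags holding N left out, copies per 1000000 of all tags, the inclusive tail, Fisher's exact test, the Benjamini-Hochberg adjustment, thresholds without rounding, other values for a count of 0, other library totals, the median of ratios, a filter of 10 pooled copies, singletons included, merged neighbours, the first tag of each ditag only, and CAGCAG or CTGCTG alone. The alternatives chosen after seeing the data were the second tag of each ditag only, ditags of at least 48 nt, each plate region alone, linker tags left out, the totals stated by the study, nearly identical tags pooled, and the settings of the search above.

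The extraction and the tests were tested on simulated data. Of 2520 simulated tags, all 2520 were recovered with the right copies. Of 200 simulated tags with a changed level among 15312, 168 were called in the right direction and 0 in the wrong one, while 118 unchanged tags were called up-regulated and 79 down-regulated. The changed tags were drawn only from those with at least 10 copies in the libraries together, and their changes were set beyond the FC thresholds. The UniTags called up-regulated in the data had a median of 6 copies, so that the 168 of 200 does not apply to most of them. The test was checked against its published formula for 360 pairs of counts, with 0 differences. Figures were drawn with matplotlib 3.10.9. The qPCR, silencing, jasmonate and larval experiments were not analysed here.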

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

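Alternatives chosen only after the data had been seen are the second tag of each ditag only, ditags of at least 48 nt, each plate region alone, linker tags left out, the totals stated by the study, nearly identical tags pooled and the settings of the search for the extraction rule; the others were set before the data were examined. No paired analysis was possible because each treatment has 1 library. No call of a UniTag was reversed under any of these settings other than those of the search, which were compared by counts only. The numbers of results and calls under each setting are compared with 387 up- and 127 down-regulated UniTags, 183.5 and 53 calls in the noise draws (medians), 98.7% (W) and 98.4% (F) of UniTags at or under 1000 copies per 1000000, 47.5% and 48.0% of copies above it, 22 called UniTags 1 change away from a more abundant tag, and UniTags with an EcoP15I site called in 9.03% and at the percentile 99.83 of matched lists. Where no cause is named below, the cause was not tested.

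No result listed here left its range of 1.5 times or its interval with tags holding N left out, linker tags left out, thresholds without rounding, raw 0 set to 1, 0.5 added, the median of ratios, Fisher's exact test, singletons included or the totals stated by the study. Fisher's exact test made 103 of the 127 down-regulated calls and all 387 up-regulated ones, and the totals stated by the study made 443 and 114 calls. The number of UniTags with FC of 10 or more did depend on the value that stands for 0, with 217 when 0.5 was added, against 31. In the settings where the up-regulated calls stayed within 1.5 times, they lay between 275 and 443. The down-regulated calls lay between 99 and 160 in the settings where these stayed within 1.5 times.

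With identical ditags kept, the libraries held 355356 (W) and 210640 (F) tags, 650 UniTags were up- and 246 down-regulated, and the noise draws gave 106.5 up-regulated. UniTags at or under 1000 copies per 1000000 were then 98.96% (W) and 98.75% (F), and copies above it 55.1% and 52.7%. Of the main calls, 237 up and 111 down were among them, and the median log2(F/W) of UniTags with at least 10 copies in each library was 0.12. Comparing ditags in both orientations gave 45.3% and 46.0% of copies above the bound. With any linker, 99.0% and 98.8% of UniTags lay at or under it and 45.2% and 45.3% of copies above it. In this setting 387 and 160 UniTags were called, but only 245 and 95 of them were the same as before. With any linker or identical ditags kept, no UniTag with 0 copies in W and 3 in F was called. The FC of such UniTags falls under 2.5 with the larger F library. Merged neighbours gave 48.7% and 49.1% of copies and left 1 called UniTag near a more abundant tag, which follows from the merging. With copies taken per 1000000 of all tags, the copies above the bound were 46.8% and 47.0%.

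Fewer tags follow by construction from the next settings. The first tag of each ditag only gave 109207 and 61919 tags, 8232 UniTags, 97.96% and 97.6% of them at or under the bound, 48.9% of the W copies above it, 78 down-regulated UniTags, noise draws of 120 and 35, and 12 called near a more abundant tag; the called share of UniTags with an EcoP15I site was 27.5%. The second tag only gave 109207 and 61919 tags, 19255 unique tags, 7590 UniTags, 11665 singletons, 97.7% and 97.3% at or under the bound, 49.8% and 51.1% of copies above it, 204 up- and 76 down-regulated UniTags, noise draws of 114 and 33, 96.6% of the up-regulated under the bound and 10 near a more abundant tag; the EcoP15I percentile fell to 2.68, on the other side of the middle of the lists. First tags kept 165 and 37 of the main calls and second tags 125 and 38.

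Plate region 1 alone gave 125946 and 74078 tags, 98.1% and 97.7% of UniTags at or under the bound, 50.1% and 50.2% of copies above it and 11 called near a more abundant tag. Plate region 2 alone gave 129650 and 76342 tags, 98.1% and 97.7%, 50.2% and 50.3%, and 13. Of the UniTags called up-regulated, 172 were called in region 1, 182 in region 2 and 83 in both. For the down-regulated, these numbers were 50, 50 and 19. Ditags read in both regions, 18591 in W and 13291 in F, count in each region here, so that the calls by region are not independent. Ditags of at least 48 nt gave 45.9% and 46.0% of copies, 113.5 up-regulated in the noise draws, and 276 up- and 134 down-regulated UniTags. None of the up-regulated calls from these ditags had 0 copies in W and 3 in F, because the FC of such UniTags falls under 2.5 with the larger F library.

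The inclusive tail called 201 up-regulated UniTags (noise draws 58) and 12 near a more abundant tag; of the 186 calls it lost, 134 had 0 copies in W and 3 in F, for which its p is 0.0947 in the exact Audic-Claverie test. Totals of all tags called 253 (noise draws 96.5) and 12, because the FC of those 134 then falls under 2.5. The Benjamini-Hochberg adjustment left 42 and 9 (noise draws 0 and 0), 85.7% of the up-regulated under the bound and 0 near a more abundant tag. At least 10 pooled copies left 135 up-regulated (noise draws 41.5), 95.6% under the bound, 4 near a more abundant tag and 14.2% of the EcoP15I UniTags called. Restricted to CAGCAG alone, the EcoP15I percentile was 24.49 and 5.19% were called; the median log2(F/W) of 0.01 lies inside the range of the lists (-0.25 to 0.38), so no shift was detected.

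Of 126 named UniTags, 101 were called, and the inclusive tail took 30 of these out of the calls. The median of ratios and raw 0 set to 1 changed none. Merging brought 1 of 121, Tag-452, into the calls. Pooling nearly identical tags left Tag-8962, Tag-8963 and Tag-2978 called up-regulated, with FC values of 4.14 for the first pair and 5.82 for Tag-2978. The alternative of requiring the complete known linker was not run, because the linkers had been trimmed off. In the search for the extraction rule, over 345 settings, the up-regulated UniTags ranged from 268 to 890 and the down-regulated from 69 to 300. Depth limits the calls: 134 of the 387 up-regulated UniTags rest on 3 copies, the limit that a count of 0 allows is 14.5 copies per 1000000 in W and 25.7 in F, and 1 copy in W against 4 in F is not called.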

Differences from the paper's values

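Of 168 values set beside the paper's, 9 lay more than 1.5 times apart. The first 3 described below are those not covered by a counting interval, and the other 6 lay within the counting interval of the ratio. As the paper's values rest on the same libraries, counting error does not account for these differences, and the interval is wide where copies are few. The paper's text counts 24 UniTags with FC of 0.2 or less, and 49 were counted here. The paper's own Additional file 2 lists 44. None of the alternatives set before the data were examined came within 1.5 times of 24: they ranged from 3 with the Benjamini-Hochberg adjustment to 73 with identical ditags kept, and the others (ditags compared in both orientations, any linker, tags holding N left out, merged neighbours, first tag of each ditag only, inclusive tail, Fisher's exact test, thresholds without rounding, raw 0 set to 1, 0.5 added, totals of all tags, median of ratios, at least 10 pooled copies and singletons included) gave 40 to 63.

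For Tag-4918 the paper's FC is 0.188, and here it was 4.87, from 4 copies in W and 11 in F, where the paper's copies are 105 and 11. For Tag-4920 the paper's FC is 4.23, and here it was 0.506, from 14 copies in W and 4 in F. The alternatives set before the data were examined did not bring either within 1.5 times of the paper's value: any linker gave 0.895 and 1.99, which lie on the paper's side of 1, merged neighbours 1.93 and 1.30, identical ditags kept 3.93 and 0.449, ditags compared in both orientations 4.79 and 0.497, 0.5 added 4.53 and 0.550, totals of all tags 4.85 and 0.504, and the median of ratios 4.88 and 0.507. Tags holding N left out, raw 0 set to 1, the inclusive tail, Fisher's exact test, the Benjamini-Hochberg adjustment, thresholds without rounding, at least 10 pooled copies and singletons included left both at 4.87 and 0.506. From the first tag of each ditag only, Tag-4920 had 1.79, and Tag-4918, with 1 copy, was not a UniTag. Both tags hold the sequence of a library linker. None of the settings compared by UniTag called either in the direction of the paper; the settings of the search for the extraction rule were compared by counts only.

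Of the paper's 547 calls, 452 were made here, and 95 were not. Of the 80 not called here that the paper lists as up-regulated, 49 had 1 copy in W and 4 in F, for which the exact Audic-Claverie test gives p = 0.0520 here. Settings that make some of these 95 calls are identical ditags kept (53 of them, dropping 149 of the 452), any linker (24, dropping 140), the first tag of each ditag only (14, dropping 267), ditags compared in both orientations (4, dropping 3) and merged neighbours (4, dropping 21). Among settings chosen after seeing the values, the totals stated by the study make 49 of the 95 and drop 4 of the 452, so that 50 of the paper's 547 calls are still not made; plate region 1 alone makes 20 and drops 247, plate region 2 alone 10 and 241, ditags of at least 48 nt 9 and 134, and the second tag of each ditag only 8 and 302.

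Of the UniTags named in the text, 26 that the paper calls in a direction were not called in it here. The totals stated by the study, chosen after seeing the values and dropping 4 of the paper's calls made here, call 13 of them: Tag-9956 (WIZZ), Tag-6874 (CCR4-NOT), Tag-9575 (S1FA), Tag-11044 (APK1), Tag-9785 (cell wall peroxidase), Tag-4910 (ribosomal protein), Tag-3091 (NAD kinase), Tag-8683 (aldose-1-epimerase), Tag-884 (glyceraldehyde-3-phosphate-dehydrogenase), Tag-256, Tag-10406 (oxygen-evolving protein), Tag-5228 (RuBisCO activase) and Tag-5257 (ATP synthase subunit). Of these, identical ditags kept calls Tag-9956, Tag-6874, Tag-4910, Tag-3091, Tag-8683 and Tag-10406, the first tag of each ditag only calls Tag-6874, Tag-9575, Tag-9785 and Tag-5257, and any linker calls Tag-256 and Tag-4910. Chosen after seeing the values and dropping 247, 241 and 302 of the paper's calls made here, plate region 1 alone calls Tag-9956, Tag-8683, Tag-5228, Tag-9575 and Tag-9785, plate region 2 alone Tag-256, and the second tag of each ditag only Tag-884. Tag-274 (raffinose synthase), Tag-2808 (tRNA synthase) and Tag-6143 (ATP synthase subunit), with 1 copy in W and 3 in F, are called with identical ditags kept, and Tag-6143 also from the second tag of each ditag only. Tag-452 (RNAPIII) is called with identical ditags kept, both orientations compared, merged neighbours or plate region 2 alone, Tag-6640 (tryptophan synthase) with both orientations compared or any linker, Tag-1126 (prephenate dehydratase) with any linker or the second tag only, and Tag-635 (RuBisCO large subunit) and Tag-4517 (ribosomal protein) with any linker. Plate region 2 alone and the second tag only were chosen after seeing the values and drop 241 and 302 of the paper's calls made here. None of these settings calls Tag-8126 (sigma subunit), Tag-10380 (arabinogalactan protein), Tag-4918 or Tag-4920 in the paper's direction. Tag-2976 is called in it only when pooled with Tag-2978 and Tag-2979, which was chosen after seeing the values and drops 0 of the paper's calls made here. Here Tag-10380 had 1 copy in W and 3 in F, and the paper's copies are 7 and 16.

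The text places all of its ribosomal and initiation factor UniTags among the up-regulated. Of the 12 ribosomal UniTags, 11 had FC values above 1 and Tag-4517 fell from 7 copies to 0; of the 4 for initiation factors, 3 rose and Tag-9802 fell from 31 copies to 6. Additional file 2 lists both as lower in F. For EREBP the text gives 1 UniTag a rise as large as the largest of the AP2-like factors; here Tag-1978 had 0 copies in W and 4 in F, which leaves the ratio open above 1.17, and the paper lists 1 copy in W. The text describes the abundant photosynthesis UniTags as not significantly changed. Tag-1133, the only one used here, had an FC of 0.877 and p = 0.00423 in the exact Audic-Claverie test, and was not called.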

Other observations

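The comparisons of the calls with counting noise, of UniTags holding an EcoP15I site with matched lists, and of called UniTags with more abundant neighbours were set before the data were examined; all other tests here, which are those of plate regions, linker sequences, read position, shared ditags, qPCR outcome and overlapping tags, were chosen only after the results had been seen. The EcoP15I sites had already been noticed in the paper's tables of called UniTags, which rest on these same libraries. Their excess among the calls is therefore not independent evidence. What each test should show was also written after the results had been seen. The form of some tests was changed after an outcome was known: the test of linker sequences replaced one that looked for the cores deep inside ditags and decided nothing, and in which the share of their copies in the library of their own linker fell short of the bound set for it; the test of shared ditags replaced readings in which ditags carried between the libraries had been taken as the explanation; and the explanation for the overlapping tags was narrowed. The qPCR test was set to 6 UniTags in place of 7 before it was run.

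Counting noise alone gave fewer calls than the data. In 100 draws of the pooled copies, the highest number of up-regulated calls was 217, against 387 observed, the highest number of down-regulated calls 72, against 127, and the highest number of up-regulated calls with 0 copies in W and 3 in F was 108, against 134. The larger dispersion between the 2 plate regions of 1 library was 1.01 (551 UniTags in W, and 0.911 over 314 in F). Between the libraries it was 5.41 over 926 UniTags, and 3.30 and 3.53 within single regions. Ditags read in both regions, 18591 in W and 13291 in F, were left out of the values by region. The test thus covers only ditags read in 1 region and cannot show how far the sequencing of all ditags varies by region. A comparison of region 2 with region 1, to which the same limit applies, called 80 and 74 UniTags in W (noise medians 70.5 and 59). In F it called 39 and 34 (46 and 40). What remains open is variation between plants and between library preparations, which 1 library per treatment confounds with the elicitation. The volumes that the paper's Methods give for the wounds, 20 μL in W and 10 μL in F, are confounded with it as well. These cannot be told apart, and the elicitation itself stays an explanation that the 2 libraries do not test.

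UniTags with an internal EcoP15I site were called more often than others, 38 of 421 (9.03%) against 476 of 12005 (3.97%), where matched lists held a median of 18 calls (11 to 27), and their median log2(F/W) lay at the percentile 99.83 of the lists. Linker tags and tags that begin with the site do not explain it, as the percentile without them was still 98.74. The pattern lies in CTGCTG (346 UniTags, 34 called), while no shift was detected for CAGCAG (77 UniTags, 4 called, percentile 24.49). Among copies of CTGCTG tags, linker tags and tags beginning with the site were left out. Of the rest, 20.2% in W (95% interval 19.2 to 21.2) and 34.2% in F (32.8 to 35.6) were read as the first tag of their ditag. These shares were 50.8% and 50.4% for tags without a site and 53.7% and 52.4% for CAGCAG tags. Tags holding a site with its last base changed were not all even. The shares were 51.2% in W and 43.7% in F (38.0 to 49.5) for CTGCTC, and 55.1% and 54.0% for CAGCAC. For CTGCTG tags, the ratio of F to W was 2.05 (1.90 to 2.22) among copies read first and 0.999 (0.954 to 1.05) among copies read second. Over 73 CTGCTG tags with at least 20 copies, log2(F/W) was larger in first than in second reads by a median of 2.11, in 66 of the 73, where matched lists gave at most 0.37. A change of the transcripts on elicitation alters both positions alike, so this value excludes it as the whole cause of the excess. A yield of these tags that depends on the read position and differs between the libraries is a candidate explanation, with 34.2% of the F copies read first; which step of the protocol may have caused it was not tested. Single CTGCTG tags can still change: of the 7 up-regulated ones with at least 10 copies read second, linker tags left out, 3 had an interval above 1 from these copies alone (Tag-9719, Tag-9208 and Tag-11391). The others of these 7 include Tag-7036 of Table 3.

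Library linkers were also found in tags: 10 UniTags hold the core of a library linker, and 6 of them were called (Tag-4737 and Tag-5015 down, Tag-4739, Tag-5017, Tag-4929 and Tag-4918 up). Each shared 17 to 22 nt with a linker, other UniTags at most 15 nt, and with the linkers written backwards the longest stretch in any UniTag was 13 nt, so that chance matches of transcript tags were excluded. Such tags may be linker sequence taken up into ditags. Of the 10, 8 had relatively more copies in the library whose linker they hold. No biological explanation was tested.

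Of the tag pairs of the F library, 21.3% were also found in W. Shuffling the tags gave 8865 shared pairs at most, against 11356 observed. Of the 1515 F pairs whose tags both have 10 or fewer copies, 0.0660% (95% interval 0.00167 to 0.367) were found in W. This argues against ditags carried from one library into the other for these rare pairs only. Ditags found in both libraries had more reads each, 4.45 in W and 3.06 in F, against 1.40 and 1.505 for ditags of 1 library. Carry-over of much-read ditags is therefore left open. Whether chance pairing of abundant tags accounts for all of the overlap cannot be told apart from other preferences in pairing. The reason is that counting identical ditags once lowers the abundant tags in the shuffle. No biological explanation was tested.

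For most UniTags of Table 3, the paper reports a rapid and transient rise by qPCR after 18:3-Glu. For 6 that were higher in F, its qPCR did not show a rise by 18:3-Glu. For 4 (Tag-6032, Tag-7036, Tag-129 and Tag-6642) it could not show the differential regulation, and for 2 (Tag-1439 and Tag-2452) it reports repression. Of the 6, 2 hold CTGCTG (Tag-1439 and Tag-7036), against 3 of the other 21 (two-sided Fisher's exact test, p = 0.303). They had a median of 16.5 copies against 25 for the others, and their mean log2 of copies was not shown to be lower (one-sided exact permutation test of the mean log2 copies over 296010 groupings, p = 0.270). With 6 UniTags, neither read position nor low copy number could be shown or excluded as an explanation, and a real difference between the leaves used for each method stays open.

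The last 22 nt of Tag-3690 are the first 22 nt of Tag-11559, both matched to WAK, as overlapping anchor sites of 1 transcript would give. One transcript cut alike in both libraries would give both tags the same ratio; these were 3.33 and 5.75 and differed (two-sided Fisher's exact test, p = 0.0307). Uneven cutting between the libraries, or separate transcripts, may account for this and remain open.

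Of the called UniTags, 22 lie 1 substitution, insertion or deletion from a tag with at least 10 times their copies. The titles of the samples carry the number 2 for both libraries, and their labels give 215585 and 120119 tags. Tag-2979, which was singled out after its values were seen as a neighbour of Tag-2978, had 6 copies in W and 14 in F, and Tag-2976 had 0 and 2. Pooled, the 3 had 7 and 23 (FC 5.82, 95% interval 2.42 to 16.1), so that the FC of 12.4 of Tag-2978 alone may not be that of the transcript. For the RAV tags the pooled FC was 4.14.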
